# TempO-seq and RNA-seq gene expression levels are highly correlated for most genes: A comparison using 39 human cell lines

**DOI:** 10.1371/journal.pone.0320862

**Published:** 2025-05-09

**Authors:** Laura J. Word, Clinton M. Willis, Richard S. Judson, Logan J. Everett, Sarah E. Davidson-Fritz, Derik E. Haggard, Bryant A. Chambers, Jesse D. Rogers, Joseph L. Bundy, Imran Shah, Nisha S. Sipes, Joshua A. Harrill

## Abstract

Recent advances in transcriptomics technologies allow for whole transcriptome gene expression profiling using targeted sequencing techniques, which is becoming increasingly popular due to logistical ease of data acquisition and analysis. As data from these targeted sequencing platforms accumulates, it is important to evaluate their similarity to traditional whole transcriptome RNA-seq. Thus, we evaluated the comparability of TempO-seq data from cell lysates to traditional RNA-Seq from purified RNA using baseline gene expression profiles. First, two TempO-seq data sets that were generated several months apart at different read depths were compared for six human cell lines. The average Pearson correlation was 0.93 (95% CI: 0.90–0.96) and principal component analysis (PCA) showed that these two TempO-seq data sets were highly reproducible and could be combined. Next, TempO-seq data was compared to RNA-Seq data for 39 human cell lines. The log_2_ normalized expression data for 19,290 genes within both platforms were well correlated between TempO-seq and RNA-seq (Pearson correlation 0.77, 95% CI: 0.76–0.78), and the majority of genes (15,480 genes, 80%) had concordant gene expression levels. PCA showed a platform divergence, but this was readily resolved by calculating relative log_2_ expression (RLE) of genes compared to the average expression across cell lines in each platform. Application of gene ontology analysis revealed that ontologies associated with histone and ribosomal functions were enriched for the 20% of genes with non-concordant expression levels (3,810 genes). On the other hand, gene ontologies annotated to cellular structure functions were enriched for genes with concordant expression levels between the platforms. In conclusion, we found TempO-seq baseline expression data to be reproducible at different read depths and found TempO-seq RLE data from lysed cells to be comparable to RNA-seq RLE data from purified RNA across 39 cell lines, even though the datasets were generated by different laboratories using different cell stocks.

## Introduction

For many years, traditional non-targeted RNA-seq (referred to henceforth as RNA-seq) has been the accepted gold-standard technological platform used for transcriptomics research [1]. RNA-seq has been shown to be reproducible [2], but the sample preparation and data alignment processes are very involved. RNA-seq involves fragmentation of RNA, reverse transcription, amplification, and subsequent sequencing and alignment of reads to a reference transcriptome (which requires significant computing resources) [3]. There are different library preparation methods for RNA-seq, but a common approach enriches for messenger RNA (mRNA) through a poly-adenylated (poly-A) tail pull-down step [3], which is labor intensive and time-consuming. More recently, however, TempO-seq (Templated Oligo assay with Sequencing readout) has emerged as an alternative technology to RNA-seq [4]. TempO-seq is a gene expression profiling platform that uses templated detector oligos (DOs) to facilitate amplification of specific sequences. TempO-seq has been shown to be highly reproducible [5], and it has technical advantages of being compatible with cell lysates, thus saving time by eliminating the need for RNA purification and reverse transcription [4]. TempO-seq also has a simpler and more straightforward alignment process of sequencing data to the TempO-seq probe manifest. Since there has been an increase in TempO-seq data that is being produced and published in the scientific literature [6–15], there is a need to determine whether TempO-seq and RNA-seq data are comparable and/or are compatible enough to be combined for integrated analyses.

There are pros and cons to using TempO-seq compared to RNA-seq. The use of DOs means that TempO-seq will only detect mRNA for which there is a DO pair, which can either be an advantage or a disadvantage depending on the study goals. A potential disadvantage is that TempO-seq is not able to detect novel mRNA and may not generate much information about transcript variants, depending on the probes used. However, an advantage of TempO-seq’s use of DOs is that there is typically only one DO per gene, which makes assignment of sequenced reads to gene counts relatively simple. Conversely, RNA-seq requires assigning multiple and often overlapping reverse transcribed, cDNA fragments to each gene, which makes assignment of sequenced reads to gene counts and other data analysis steps more complicated and variable [3]. An added benefit of TempO-seq’s use of DOs is that non-functional competitor DOs (i.e., DOs without amplification sequences) can be used to attenuate the measurement of genes with very high expression levels. This use of non-functional competitor DOs is beneficial because sequencing reads are diverted to less abundantly expressed genes without the added expense of increasing read depth. Furthermore, because genes are attenuated at known ratios, native expression levels can be calculated through multiplication by a gene specific attenuation factor. Achieving a comparable attenuation effect with RNA-seq cannot be accomplished without additional steps during library preparation [16]. Thus, TempO-seq is cost effective at quantifying mRNA when analyzing many samples in bulk, such as in the case of large scale, high-throughput transcriptomics (HTTr) screening efforts like those at the US Environmental Protection Agency Office of Research and Development [7,13–15].

Limited case studies have demonstrated that TempO-seq is as consistent and sensitive at detecting changes in gene expression as RNA-seq. A study by Yeakley and colleagues found that TempO-Seq had a 99.6% specificity for DO binding to targeted mRNAs, was replicable across different read depths, had the ability to detect fold differences as low as 1.2-fold, and demonstrated high correlation with fold differences measured by RNA-seq (R^2^ = 0.9) for more than 20,000 targets following exposure of MCF-7 cells to the histone deacetylase inhibitor Trichostatin A (TSA) [4]. The specificity and sensitivity of TempO-seq enabled creation of a reliable gene expression signature, which included some novel genes not previously linked to TSA exposure, and the signature was consistent across multiple human cell lines.

In another study, Bushel and colleagues compared data from the TempO-seq S1500+ surrogate transcriptome, which detects expression of 2,284 genes (approximately one tenth of the full transcriptome), to whole transcriptome RNA-seq [17]. Their analysis used purified RNA from liver samples of rats exposed to 15 chemicals covering 5 different mechanisms of action (MOAs) and showed some technological platform differences. TempO-seq data had a higher (better) signal to noise ratio, less unexplained variance, and more reproducibility between biological replicates compared to RNA-seq, which they found to be partly due to TempO-seq having less variation in detection of lowly expressed genes. Despite this platform difference, the interpretation of the chemical bioactivity data was concordant. A reasonable PCA grouping of transcriptomics profiles according to the different chemicals’ MOAs was observed using both the TempO-seq and RNA-seq gene expression data [17], helping to validate the use of TempO-seq data in mechanistic toxicology studies.

Several studies have also compared the performance of TempO-seq and RNA-seq on fresh frozen and formalin-fixed paraffin-embedded (FFPE) samples. Turnbull and colleagues found that the two technologies produced comparable results for primary human breast cancer samples, particularly after correction for batch effects, and recommended TempO-seq as the preferable choice when analyzing samples with very limited quantity [18]. More recently, Cannizzo and colleagues determined that TempO-seq provided more consistent fold-change results for differentially expressed genes (DEGs) within frozen and FFPE mouse liver samples whereas RNA-seq had much greater variation between the two sample types [10]. Thus, they concluded that TempO-seq is more suited than RNA-seq for analyzing aged archival samples.

While these previous studies provide valuable data on TempO-seq performance relative to RNA-seq, a major limitation is that they only evaluated TempO-seq using purified RNA [4,10,17,18]. They did not investigate TempO-seq using tissue/cellular lysates and in the case of Bushel and colleagues, they only investigated the surrogate transcriptome. Moreover, Yeakley and colleagues investigated only a small number of human cell lines using whole transcriptome TempO-seq. Therefore, we propose to address these data gaps by comparing whole transcriptome TempO-seq data from cell lysates with RNA-seq from purified RNA while expanding analyses to evaluate baseline gene expression across 39 unique human cell lines using data from different laboratories. To our knowledge, this study compares the largest variety of different cell types between these two technologies to date and provides a methodology that researchers can use for determining if data from these two platforms can be combined for integrated analyses.

## Methods

### Coding

All data analysis was conducted using R version 4.4.1 [19].

### TempO-seq Phase 1 and Phase 2 data generation

All human cell lines in this study are commercially available and thus are exempt from needing ethics approval. The specimens were not collected specifically for our study and no one on the study team has access to the subject identifiers linked to the specimens, therefore the NIH does not consider this study to be human subjects research and therefore it does not require ethics approvals.

The human whole transcriptome TempO-seq assay (hWTv2) was used to generate gene expression profiles for 39 human-derived cell lines. The TempO-seq profiles for the 39 cell lines were generated as part of two interrelated studies conducted at the U.S. Environmental Protection Agency (US EPA), herein referred to as TempO-seq “Phase 1” and “Phase 2”. Table 1 contains a complete list of cell lines with both TempO-seq and RNA-seq data, with a column that denotes the TempO-seq data Phase (1, 2, or 1 and 2). The TempO-seq libraries for Phase 1 were sequenced to a target read depth of 6.0x10^6^ mapped reads per sample using an unattenuated version of the hWTv2 assay. Due to a lack of *a priori* knowledge about baseline gene expression within all 39 different cell types at the time this study was conducted, we decided to use an unattenuated version of the TempO-seq assay to ensure we captured the expression of all genes within each cell type to the extent possible. The TempO-seq libraries for Phase 2 were generated and sequenced approximately seven months later to a target read depth of 4.5x10^6^ mapped reads per sample using an unattenuated version of the hWTv2 assay. All cell lines were cultured in the growth medium recommended by the vendors from which the cell lines were sourced, and Phase 1 and Phase 2 data were generated by the same laboratory technician and from the same cryostocks. Cell culture conditions and the procedure for generating TempO-seq lysates are described in detail in the supplemental S1 File.

**Table 1:** List of 39 cell lines within the analyses. The data comparison column specifies which analyses the cell line was included in: TvT is for the comparison between the two TempO-seq data sets (Phase 1 and Phase 2) and TvR for TempO-seq vs RNA-seq. Additional information about the cell culture conditions is available in the supplemental S1 File.

Data comparison	TempO-seq phase	Cell line	Tissue origin	Disease or cell line	Growth mode
TvR	1	A549	Lung	Carcinoma	Adherent
TvR	1	A704	Kidney	Renal Cell Carcinoma	Adherent
TvR	1	ASC52Telo	Adipose Tissue	Mesenchymal Stem Cell	Adherent
TvR	1	BHY	Upper Aerodigestive Tract	Oral Squamous Cell carcinoma	Adherent
TvR	2	BT-483	Breast	Ductal Carcinoma	Adherent
TvR	2	CAL-148	Breast	Ductal Adenocarcinoma	Mixed
TvR	2	CAL-78	Muscle	Chondrosarcoma	Adherent
TvT	1, 2	CCD-18Co	Colon	None (Fibroblast)	Adherent
TvT, TvR	1, 2	Daudi	Lymphoid	Burkitt’s Lymphoma	Suspension
TvR	1	DMS 454	Lung	Small Cell Lung Carcinoma	Adherent
TvR	2	DoHH2	Lymphoid	B Cell Lymphoma	Suspension
TvR	1	DV-90	Lung	Adenocarcinoma	Adherent
TvR	2	EFM-19	Breast	Ductal Carcinoma	Adherent
TvR	1	HBEC3-KT	Lung	Bronchial Epithelia	Adherent
TvT, TvR	1, 2	HepG2	Liver	Hepatoblastoma	Adherent
TvR	2	HOS	Bone	Osteosarcoma	Adherent
TvR	2	Hs.839.T	Skin	Melanoma	Adherent
TvR	1	hTERT-HME1	Breast	Breast Epithelium	Adherent
TvR	1	hTERT-RPE1	Eye	Pigmented Epithelium	Adherent
TvR	2	Huh-1	Liver	Hepatoma	Adherent
TvR	2	Huh-7	Liver	Hepatoblastoma	Adherent
TvR	1	HUVEC/TERT2	Umbilical Cord	Vascular Endothelium	Adherent
TvR	1	KP-N-RT-BM-1	Central Nervous System	Neuroblastoma	Adherent
TvT, TvR	1, 2	MCF7	Breast	Adenocarcinoma	Adherent
TvR	2	MG-63	Bone	Osteosarcoma	Adherent
TvR	2	MHH-CALL-4	Lymphoid	B Cell Lymphoma	Suspension
TvT, TvR	1, 2	NCI-H1092	Lung	Small cell lung cancer (stage E carcinoma)	Suspension
TvR	2	NCI-H1105	Lung	Small Cell Lung Cancer	Suspension
TvR	2	NCI-H1436	Lung	Small Cell Lung Cancer	Suspension
TvR	2	NCI-H2106	Lung	Non-small Cell Lung Cancer	Suspension
TvR	2	NCI-H2171	Lung	Small Cell Lung Cancer	Suspension
TvR	2	PLC/PRF/5	Liver	Hepatoma	Adherent
TvR	1	RPTEC/TERT1	Kidney	Proximal Tubule Epithelium	Adherent
TvR	2	SaOS-2	Bone	Osteosarcoma	Adherent
TvR	1	SET-2	Lymphoid	Acute Megakaryoblastic Leukemia	Suspension
TvR	1	SK-MEL-28	Skin	Melanoma	Adherent
TvR	2	SU-DHL-6	Lymphoid	Large/ B Cell Lymphoma	Suspension
TvR	2	T-47D	Breast	Ductal Carcinoma	Adherent
TvR	1	TIME	Skin	Dermal Microvascular Endothelium	Adherent
TvT, TvR	1, 2	U-2 OS	Bone	Osteosarcoma	Adherent

Of the 39 cell lines included in our analysis, six of the cell lines were sampled in both TempO-seq Phase 1 and Phase 2, as listed in Table 1. These six cell lines were used to evaluate the feasibility of combining TempO-seq datasets with variable read depths prior to comparison of TempO-seq and RNA-seq gene expression profiles. Triplicate samples of the lysates from each cell line in each TempO-seq phase of experimentation were profiled and served as our technical replicates.

The TempO-seq data included 22,537 probes, in which some probes were for the same gene. When there were multiple TempO-seq probes for the same Ensembl gene identifier (ensemble_id), the maximum count value was taken for that gene for each cell line and technical replicate separately which resulted in a dataset with 19,703 unique genes. TempO-seq count data for each sample was then normalized to counts per million (CPM) using the equation:

$$CPM=\frac{Genecount*10^{6}}{\sum \left(Allgenecountsforthatsample\right)}$$ (1)

CPM for each replicate was then log transformed using the formula log_2_(CPM+1). We add one to the CPM, such that when CPM is zero the resulting log-transformed value is zero rather than negative infinity.

### Comparing TempO-seq Phase 1 vs TempO-seq Phase 2 data

Pearson correlations were calculated for comparing gene counts between TempO-seq technical replicates within each Phase separately and between the averaged technical replicate data from TempO-seq Phases 1 and 2 in matching cell lines. Principal component analysis (PCA) was then performed to evaluate how well the data grouped together by cell line or by TempO-seq Phase (i.e., TempO-seq Phase 1 or Phase 2) using the base R *stats::prcomp* function. For this analysis, the gene expression data was centered but not scaled because the data sets use the same units. To understand the comparative influences of cell line and TempO-seq Phase on the PCA results, analysis of variance (ANOVA) was run on individual principal components (PCs) using the *aov* function within the base R *stats* package (ex. Distance_matrix_PC1 ~ Cell_line + Phase) and permutational multivariate analysis of variance (PERMANOVA) [20] was run on the full PCA distance matrix data across all PCs (Distance_matrix_all_PCs ~ Cell_line + Phase) [21], set to 999 permutations, using the *adonis2* function within the *vegan* R package [22]. The distance matrix was calculated using the base R function *dist* on the PC data to calculate the Euclidean distances for inputting into the PERMANOVA. When PERMANOVA was run, the function *betadisper* within the *vegan* package was used to test for dispersion effects and the corresponding principal coordinate analysis (PCoA) plots were generated to qualitatively visualize the relative magnitude of the impacts from location vs dispersion [23]. While PCA reduces data to a smaller number of key components that capture the most variation (PCs), PCoA is a technique that visualizes how different samples relate to one another based on their overall dissimilarity, often by using distance measures [23].

### RNA-seq data source

The RNA-seq data was previously generated by the Human Protein Atlas (HPA) project [24]. We downloaded Protein Atlas Version 23 from their website (https://www.proteinatlas.org/about/download, “RNA HPA cell line gene data” released 2023.06.19). Then we filtered it for the 39 cell lines that overlapped with our data to enable comparison between the downloaded HPA RNA-seq data and the TempO-seq data from the U.S. EPA (Table 1). A large amount of the data is from the Cancer Cell Line Encyclopedia (CCLE), which reports using oligo-dT beads to select polyadenylated mRNA [25]. If the HPA project used technical or biological replicates for any of the cell lines, then these were not reported in the data available for download. The HPA RNA-seq data used Ensembl version 109, and the expression values were reported as TPM, which were then re-normalized to one million reads per sample after non-coding transcripts were removed (denoted by HPA as pTPM).

### Preparing data for comparison of TempO-seq and RNA-seq

The two internal TempO-seq datasets, Phase 1 and Phase 2, were combined for comparison to the HPA RNA-seq data. For the HPA data, only one set of data is publicly available (no replicate data). Therefore, we averaged the TempO-seq CPM replicate data (for Phase 1, Phase 2, or both when available, see Table 1) on a per gene basis for comparison to the HPA RNA-seq data set.

The 39 overlapping cell lines evaluated are shown in Table 1. The HPA RNA-seq data was reported as transcripts per million (TPM), which quantifies the number of transcripts one would observe if one were to sequence one million full length transcripts while taking into account gene length. Accounting for gene length in RNA-seq normalization is important due to longer genes having a greater number of reads from fragments aligning to different sections of the longer gene. For TempO-seq, on the other hand, genes are quantified using DO pairs that produce reads specific to one location per gene for sequencing and is not so heavily influenced by gene length differences. Therefore, TempO-seq normalization does not require accounting for gene length. Thus, direct comparison between CPM and TPM was appropriate for our analyses. For simplicity, we will refer to CPM and TPM collectively as EPM, for expression per million.

Data was reduced to only include overlapping genes based on ensemble_id that were measured in the TempO-seq data and the RNA-seq data sets. After reducing the 19,703 TempO-seq gene set and the 20,162 RNA-seq gene set to the 19,290 overlapping genes that were detected within both platforms. We then re-scaled the remaining EPM values to a total of 1 million per sample and then log_2_ transformed the values for statistical analysis using the formula log_2_(EPM+1). Note that a value of one was added to EPM so that when CPM or TPM is zero, log_2_(EPM+1) returns a value of zero instead of returning negative infinity.

### Initial analysis of TempO-seq vs RNA-seq

Pearson correlations were calculated for comparing the TempO-seq data to the RNA-seq data and the correlations were averaged for matching cell lines. PCA was then performed to evaluate how well the data grouped together by cell line or by technology platform type (i.e., TempO-seq and RNA-seq). The gene expression data was centered but not scaled because the data sets use equivalent units. To understand the comparative influence of platform on the PCA results, ANOVA was run on individual principal components (PCs) (ex. Distance_matrix_PC1 ~ Platform) and PERMANOVA was run on the full PCA distance matrix data across all PCs (Distance_matrix_all_PCs ~ Platform), set to 999 permutations, along with evaluating dispersion effects using the *betadisper* function in R and generating PCoA plots. Cell line was not included as a factor in the PERMANOVA analysis when comparing the TempO-seq vs RNA-seq PCs since there were only two data points per cell line (i.e., one point per cell line-platform pair), which is insufficient for making a reliable inference about cell line effects.

### Understanding the platform divergence: Non-concordance determination and pathway analysis

Non-concordant gene determination: We determined that genes with the largest differences in expression level between TempO-seq and RNA-seq were driving the platform divergence identified in the PCA. To identify which genes with non-concordant expression levels to remove, we aimed to subset the data until the variance explained by platform effects was resolved to a minimal level of influence of < 10% (evidenced by PERMANOVA platform R^2^ < 0.10).

We started by calculating the absolute value of the difference in log_2_(EPM + 1) between TempO-seq and RNA-seq and calculated the average interquartile range across all 39 cell lines for each of the 19,290 overlapping genes. Then, we repeated PCA with different cutoffs that corresponded to removing genes at the tails of the average relative log_2_ difference distribution for genes that met a minimum expression threshold (average TempO-seq expression ≥ 5 CPM and/or average RNA-seq expression ≥ 5 TPM) until the R^2^ for platform effect showed that < 10% of the variance in the data was explained by platform type. For example, some of the cutoffs tested included removal of genes outside of the 10^th^ and 90^th^ percentiles, 11^th^ and 89^th^ percentiles, 12^th^ and 88^th^ percentiles, etc. Note that the minimal expression threshold requirement was added because the log_2_ values for genes with low values (< 5 EPM) contain mostly noise. For genes with < 5 CPM and < 5 TPM, TempO-seq and RNA-seq essentially agreed that those genes are not expressed. Thus, we categorized genes with < 5 EPM as effectively concordant.

This stepwise procedure resulted in the removal of 3,810 non-concordant genes with an average [log_2_(EPM + 1) difference] <‐2.09 or > 1.47 for TempO-seq minus RNA-seq, which were the average 13^th^ and 87^th^ percentile tails across all cell types for the boxplots in Fig 3, respectively (see S2 File, tab "TR_Nonconcordant genes" for a visualization of the nonconcordant genes removal bands). A heatmap was generated using the *ComplexHeatmap* R package [26] to show the comparative gene expression levels within TempO-seq and RNA-seq cell lines for the non-concordant genes.

**Fig 1:**
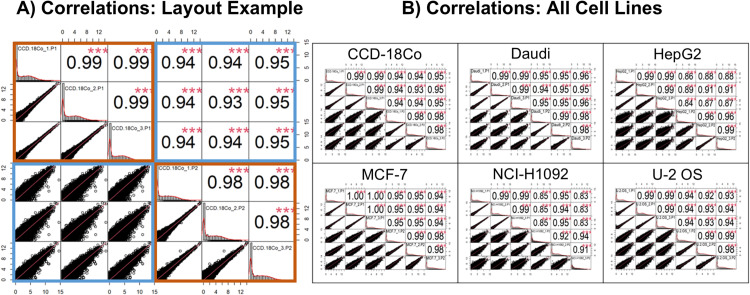
Pearson correlations for the TempO-seq Phase 1 and Phase 2 technical replicates data. Each cell line was analyzed separately. (A) Representative correlation plot for the CCD-18Co cell line. The cell line is indicated above each histogram in the center diagonal plots, followed by the technical replicate number (1 through 3), and then P1 or P2 for which TempO-seq data set phase the replicate was from (P1 is TempO-seq Phase 1 and P2 is TempO-seq Phase 2). The order within the top left orange box is: Phase 1, replicates 1, 2, 3, and the order within the bottom right orange box diagonal of histograms is: Phase 2 replicates 1, 2, 3. The top left and bottom right quadrants show Pearson Correlations between technical replicates in the same data set (orange boxes). Pearson Correlations between TempO-seq Phase 1 vs Phase 2 data sets are shown in the bottom left and top right quadrants (blue boxes). (B) Pearson correlations between TempO-seq Phase 1 and Phase 2 data sets for all six overlapping cell lines. Organization and annotation of these panels is the same as described in (A).

**Fig 2:**
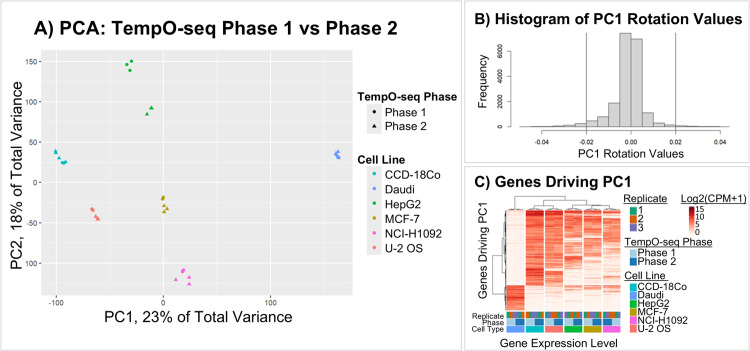
TempO-seq Phase 1 vs TempO-seq Phase 2 are highly comparable. (A) Principal component analysis (PCA) using data for all 19,703 genes within the two TempO-seq data sets, Phase 1 and Phase 2. These TempO-seq data sets were generated from the same cryostocks but different cultures that were spaced approximately seven months apart. Cell lines are different colors, and the shape indicates whether the data were from Phase 1 (circle) or Phase 2 (triangles) for each of the three technical replicates in the data sets. Two of the three technical replicates for HepG2 Phase 2 overlap each other on the plot. PCA showed that the data grouped well for all replicates within each data set and across both data sets, with the exception of a comparatively larger difference between the two data sets for HepG2 across principal component 2 (PC2). (B) This histogram shows the distribution of PC1 rotation scores for each gene analyzed in the PCA. (C) This heatmap shows that the expression of genes that drive PC1. Rows are genes and columns are each replicate for the cell lines. The intensity of red shading indicates log_2_(CPM+1) expression level and column breaks were added for the dendrogram’s six main branches, which happened to line up with the six different cell lines. Genes with the highest rotation values driving PC1 had consistent levels of expression across the technical replicates and both TempO-seq data sets, Phase 1 and Phase 2, within each of the cell lines.

Biological pathways ontology analysis: To better understand if any Gene Ontology (GO) signatures were more or less reproducible between the two technologies, we calculated odds ratios (OR) of how much more likely a set of GO signature genes was to be represented in the list of genes that were non-concordant between the TempO-seq and RNA-seq data sets (see Table 2). We subset genes to the 10,487 genes with CPM ≥ 5 and/or TPM ≥ 5 so that only genes that were detected by the technologies were included in this analysis. We evaluated 10,461 GO signatures from the Molecular Signatures Database Human Collections for release 2023.2 (MSigDB 2023.2.Hs) C5 collection on April 25^th^, 2024 [27–29]. MSigDB v2023.2 is based on gene annotation data from Ensembl Release 110, so RNA-seq and TempO-seq gene symbols were lifted from the older Ensembl Release versions to Ensembl Release 110 for this analysis.

**Table 2:** Gene ontology (GO) odds ratio (OR) calculations. This is the 2x2 table used for the OR calculations for the 10,487 expressed genes (CPM ≥ 5 and/or TPM ≥ 5). The equation used was OR =  ( *a* / *b* ) / ( *c* / *d* )  in which *a* was the number of GO signature genes that were non-concordant, *b* was the number of non-concordant genes that were not within the GO signature, *c* was the number of concordant genes within the GO signatures, and *d* was the number of concordant genes that were not within the GO signature. The sum of *a* plus *b* equaled the total number of non-concordant genes (3,810) and the sum of *c* plus *d* equaled the total number of concordant genes (6,677).

	Within GO signature	Not within GO signature	Totals
Non-concordant genes	*a*	*b*	3,810 genes
Concordant genes	*c*	*d*	6,677 genes
	$\left(a+c\right)$	$\left(b+d\right)$	$\left(a+c\right)+\left(b+d\right)=$10,487 genes

We required at least 10 genes from the GO signature to be within our data for this analysis on the 10,487 expressed genes, which we based on the minimal number of genes required for transcriptomics gene signature analysis in previous research using whole transcriptome TempO-seq [7]. We also required at least 50% of the genes within the GO signature to be remaining within the10,487 expressed genes that were retained for analysis. This resulted in 3,935 GO signatures being retained in our analysis, however, the ORs for the full list of 10,461 GO signatures is available in the supplemental S2 File within the “TR_All GO signatures” tab (to view only the 3,935 included GO signatures, 'sig', subset column D "sig_genes_inlists" to ≥10 and column F "percent_sig.genes_withinlists" to ≥50). Additionally, the p-values for the GO signatures were corrected for multiple comparisons using the false discovery rate (FDR) approach [30]. ORs above 1 indicate GO signatures were enriched with more non-concordant genes between TempO-seq and RNA-seq, and ORs below 1 indicate GO signatures that were enriched with more concordant genes between TempO-seq and RNA-seq.

### Resolving the platform divergence

The gene expression data was normalized by calculating the relative log expression (RLE) compared to the average expression level across all cell lines in each platform separately. We did this for each gene and cell line by dividing each gene’s log_2_(EPM + 1) by the average log_2_(EPM + 1) across all cell lines for the TempO-seq data and the RNA-seq data separately for all 19,290 genes. PCA, PERMANOVA, dispersion effects tests, and PCoA were then repeated using the RLE values and the Pearson correlations between TempO-seq and RNA-seq cell lines were re-run. For hypothetical “Gene X” the equation for RLE was:

$$RLEforGeneX=log_{2}\left(\frac{\left(EPM+1\right)forgeneXwithinasinglecellline}{Average\left(EPM+1\right)forgeneXacrossall39celllines}\right)$$ (2)

## Results

### TempO-seq profiles are highly reproducible at different read depths

The two TempO-seq data sets (Phase 1 and Phase 2), which each contained three technical replicates profiled seven months apart for six overlapping cell lines at different read depths (6 million reads for Phase 1 and 4.5 million reads for Phase 2), were compared using Pearson correlations (see Fig 1). 

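TempO-seq measures RNA directly in cell lysates: a pair of detector oligonucleotides that lie side by side on their target RNA is ligated, amplified and sequenced, and each read counts for that probe. The 6 cell lines were U-2 OS from osteosarcoma, MCF7 from breast adenocarcinoma, HepG2 from hepatoblastoma, the colon fibroblast line CCD-18Co, Daudi from Burkitt's lymphoma and NCI-H1092 from small cell lung cancer. Each line had 3 technical replicates per phase, so 36 libraries were compared. The authors deposited raw counts of 22,537 probes in each library. The 18 Phase 1 libraries held 7,274,989 to 10,398,422 counts (median 8,482,622.5), and the 18 Phase 2 libraries held 3,595,173 to 5,360,918 counts (median 4,300,445.5). The paper states target depths of 6 M and 4.5 M reads, and the values given with these results use the deposited counts. In each library the highest count among the probes of a gene symbol was kept, which gave 19,703 genes and 94.3% of all counts, and CPM was computed from the total over those genes. Changes between phases were tested line by line, 3 Phase 2 libraries against 3 Phase 1 libraries, with edgeR's quasi-likelihood test after TMM scaling and the method of Benjamini and Hochberg at 0.05. Scaling by library totals, tried after the data were seen, moved the median log2 fold change of all genes by −0.46 in HepG2, −0.32 in NCI-H1092 and −0.15 in U-2 OS, so each change is relative to the TMM scale. Because the replicates are technical, these p-values measure only the spread between libraries of one culture. Each phase was also a separate culture with its own depth, so phase, culture and depth coincide. The sample labels describe the Phase 2 cultures of U-2 OS, MCF7, HepG2 and CCD-18Co as suspension, whereas Table 1 lists these lines as adherent.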

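The technical replicates of MCF7, NCI-H1092 and U-2 OS were the closest in Phase 1, and those of NCI-H1092 were the most spread in Phase 2. Pearson correlations were taken across 19,703 genes, which are not independent replicates. In Phase 1 the mean r between the 3 replicates was 0.996 in MCF7, 0.995 in NCI-H1092, 0.994 in U-2 OS, 0.992 in Daudi, and 0.989 in both HepG2 and CCD-18Co. In Phase 2 it was 0.984 in U-2 OS, 0.982 in MCF7 and Daudi, 0.980 in CCD-18Co, 0.972 in HepG2 and 0.924 in NCI-H1092. Over the 6 lines the mean r between replicates was 0.993 (SD 0.00282, n = 6 lines) in Phase 1 and 0.971 (SD 0.0235, n = 6 lines) in Phase 2. The Phase 1 value was the higher one in 6 of 6 lines, by 0.0220 on average (SD 0.0243; exact sign-flip permutation test, two-sided p = 0.03125, the smallest p that 6 lines allow). With each Phase 1 library thinned at random to the depth of Phase 2, replicates of the lines still correlated at 0.986 to 0.994. In NCI-H1092 the pairs of Phase 2 replicates correlated at 0.910 to 0.941, while the lowest pair of any other line in Phase 2 was at 0.961. Its replicate 2 of Phase 2 correlated at 0.948 with the Phase 1 average of the line, and replicates 1 and 3 at 0.851 and 0.830.

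**Figure D1:**
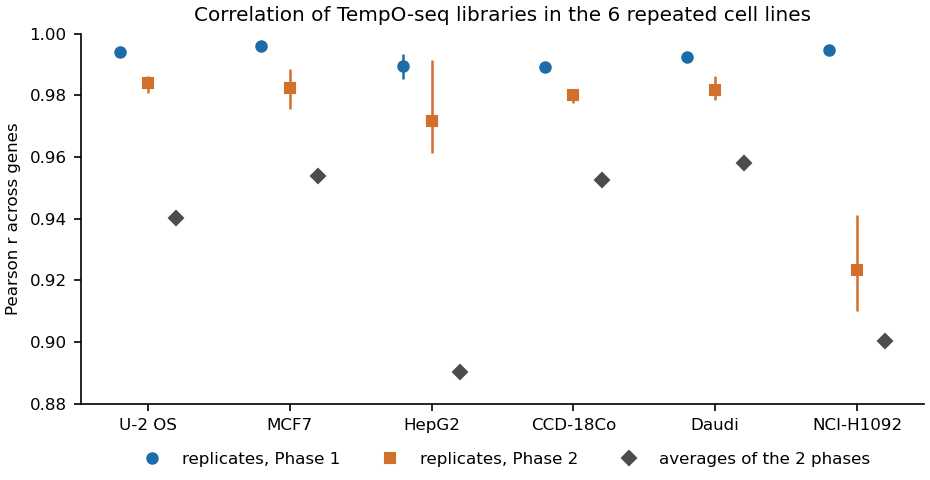
Pearson correlation across 19,703 genes between pairs of technical replicates (vertical axis, no unit) of the 6 cell lines in Phase 1 and Phase 2, with the correlation between the averaged phases. In Phase 2 the mean for NCI-H1092 was 0.924 and those of the other lines lay from 0.972 to 0.984.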

The average Pearson correlation of log_2_(CPM+1) normalized gene counts across technical replicates was 0.99 (95% CI: 0.99–0.99) for Phase 1, 0.97 (95% CI: 0.96–0.98) for Phase 2, and was 0.98 (95% CI: 0.97–0.99) when averaged across both Phase 1 and Phase 2. When comparing the averaged technical replicate data across the two TempO-seq phases, the average Pearson correlation was 0.93 (95% CI: 0.90–0.96).

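Between the phases the averaged profiles of each line correlated at 0.890 or more, many genes were called changed in each line, and one set of genes moved the same way in every line. GLRX3, a glutaredoxin, and KLHL11, a kelch-like protein, rose in all 6 lines, and UBA1, the enzyme that activates ubiquitin, and PHB, the mitochondrial prohibitin, fell in all 6. GLRX3 (ENSG00000108010, chromosome 10 of GRCh38, 130136399 to 130184521) averaged 6.55 CPM in Phase 1 and 101.3 CPM in Phase 2, with log2 fold changes of 3.26 to 5.72 over the lines. KLHL11 averaged 3.82 CPM in Phase 1 and 56.2 CPM in Phase 2 (log2 fold changes of 2.58 to 5.80). UBA1 (ENSG00000130985, chromosome X, 47190861 to 47215128) averaged 57.3 CPM in Phase 1 and 3.31 CPM in Phase 2 (log2 fold changes of −5.41 to −2.50), and PHB 118 CPM and 6.39 CPM (−4.89 to −2.46). In U-2 OS, GLRX3 went from 8.69 ± 1.27 to 100.2 ± 11.4 CPM (SD, n = 3), a log2 fold change of 3.68 (SE 0.17, adjusted p = 7.9e-09 from edgeR's quasi-likelihood test). In MCF7, PHB went from 264 ± 9.5 to 10.1 ± 4.3 CPM (SD, n = 3), a log2 fold change of −4.65 (SE 0.29, adjusted p = 1.3e-05 from edgeR). Of 7,211 genes tested in all 6 lines, 405 rose and 408 fell in every line, where lists drawn independently would share 4.83 and 4.81. MALAT1, a nuclear long noncoding RNA chosen after its values were seen, averaged 486 CPM in Phase 1 and 4789 CPM in Phase 2 and rose in all 6 lines. Cytosolic ribosomal protein genes fell more often than they rose in each line: of 77 to 79 genes, 57 fell and 11 rose in U-2 OS, 49 and 11 in MCF7, 35 and 13 in HepG2, 39 and 20 in CCD-18Co, 39 and 18 in Daudi, and 28 and 8 in NCI-H1092. Adjusted over the list alone these counts moved by at most 2 genes. In NCI-H1092 the ribosomal protein genes RPS24 (249 to 4.44 CPM, log2 fold change −5.46, SE 0.46, adjusted p = 0.0025 from edgeR, n = 3) and RPL8 (543 to 15.1 CPM, −4.95, SE 0.50, adjusted p = 0.0034, n = 3) were among the largest decreases. In Daudi the B cell receptor gene CD79A fell from 2460 to 717 CPM (log2 fold change −1.67, SE 0.20, adjusted p = 8.2e-05 from edgeR, n = 3), whereas MS4A1 rose from 1614 to 2129 CPM (0.50, SE 0.16, adjusted p = 0.0233 from edgeR), and of 34 B cell and lymphoid genes tested 13 rose and 11 fell, the same when adjusted over the list alone. The correlation between the averaged phases, across genes, was 0.958 in Daudi, 0.954 in MCF7, 0.953 in CCD-18Co, 0.940 in U-2 OS, 0.900 in NCI-H1092 and 0.890 in HepG2 (mean 0.933, SD 0.0296, n = 6 lines). The test called 7935 of 11,504 genes in U-2 OS, 6470 of 10,622 in MCF7, 5798 of 10,563 in CCD-18Co, 4877 of 9060 in Daudi and 4720 of 11,388 in NCI-H1092. With an absolute log2 fold change over 1 the counts were 5146 in U-2 OS, 4159 in MCF7, 3479 in CCD-18Co, 3235 in Daudi and 4708 in NCI-H1092, and in 1 fit of 36 libraries the count for NCI-H1092 was 7600. For NCI-H1092 the count was 2085, 2108 or 2157 without Phase 1 replicate 1, 2 or 3 and 7172 without Phase 2 replicate 2.

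**Figure D2:**
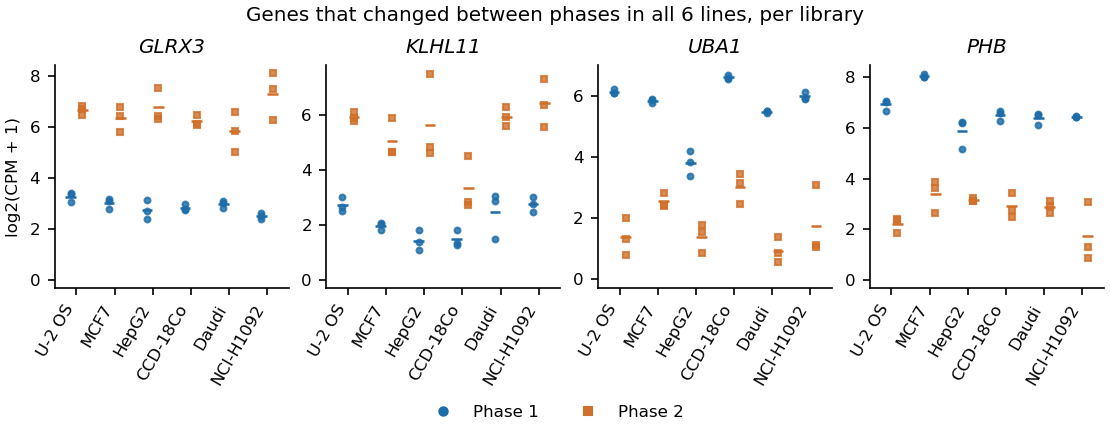
Level of GLRX3, KLHL11, UBA1 and PHB in each of the 36 libraries, as log2(CPM+1) (vertical axis), by cell line and phase; points are libraries and bars are means. GLRX3 and KLHL11 lie higher in Phase 2 and UBA1 and PHB lower in all 6 lines.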

Next, PCA was conducted to evaluate grouping of samples using the gene expression data for the 19,703 genes within TempO-seq Phase 1 and Phase 2. Visual inspection of the PCA showed that the two TempO-seq data sets grouped together by cell line for all six replicates along principal component 1 (PC1) and not by whether data was generated during Phase 1 or Phase 2 (see Fig 2A). 

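PC1 ran from the lymphoma line Daudi to the fibroblast line CCD-18Co, and each line held its place in both phases. The Phase 1 libraries of Daudi scored 163 ± 1.41 (SD, n = 3) and its Phase 2 libraries 164 ± 1.24 (SD, n = 3). At the other end, CCD-18Co scored −96.4 ± 1.54 in Phase 1 and −101 ± 1.48 in Phase 2, and U-2 OS −70.0 ± 0.44 and −63.1 ± 1.04. NCI-H1092 (16.5 ± 0.49 and 20.4 ± 8.42) and MCF7 (−1.25 ± 0.45 and 2.16 ± 1.61) lay between them. HepG2 moved most along PC1, from −27.5 ± 2.32 to −7.98 ± 2.57, a shift of 19.5 against −4.43 to 6.87 in the other 5 lines. PC1 carried 23.3% of the variance of the 36 libraries. Of the sum of squares of its scores, cell line took 99.6% (permutation p = 0.001) and phase, entered after it, 0.0918% (permutation p = 0.002, 999 permutations). With the phases exchanged within lines, the exact permutation p of the phase share was 0.156. The phase share missed the test with 12 averaged profiles (0.0713%, permutation p = 0.258), with HepG2 left out (0.0120%, permutation p = 0.077), and without replicate 1 (0.0384%, permutation p = 0.158) or replicate 3 (0.0164%, permutation p = 0.272) of every group, and was 0.599% without replicate 2. With every gene scaled to unit variance, PC1 held 56.1% for cell line and 28.5% for phase.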

ANOVA on PC1 showed that 99.6% of the variance was explained by cell line (R^2^ = 0.996, p <2e‐16) and only 0.09% of the variance within PC1 was due to the TempO-seq phase designation (R^2^ = 9e‐4, p = 4e‐3). For PC2, PCA showed that the only cell line with more divergence between the two TempO-seq datasets was HepG2.

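In HepG2, genes of several kinds changed strongly between the phases, and many did so in a way that the other lines did not share. PTBP3, an RNA-binding protein that regulates splicing, rose from 1.21 ± 0.167 to 471 ± 214 CPM (SD, n = 3), whereas the other 5 lines held 107 to 437 CPM in Phase 1 and 39.0 to 790.3 CPM in Phase 2. The fetal liver protein AFP rose from 5991 ± 1201 to 40,090 ± 6265 CPM and the mitochondrial chaperone HSPD1 from 355 ± 73.9 to 2844 ± 601 CPM (SD, n = 3). CALR, a chaperone of the endoplasmic reticulum, fell from 9200 ± 4329 to 1049 ± 468 CPM (SD, n = 3). PTBP3 (ENSG00000119314, chromosome 9 of GRCh38, 112217716 to 112333667) had a log2 fold change of 9.07 (SE 0.58, adjusted p = 8.6e-06 from edgeR's quasi-likelihood test). AFP (ENSG00000081051, chromosome 4, 73431138 to 73456174) had one of 3.21 (SE 0.48, adjusted p = 2.8e-04), HSPD1 of 3.45 (SE 0.35, adjusted p = 3.5e-05) and CALR of −2.66 (SE 0.54, adjusted p = 0.0017), all from edgeR. The hepatocyte transcription factor FOXA2 fell from 126 to 9.43 CPM (log2 fold change −3.27, SE 0.29, adjusted p = 2.0e-05 from edgeR, n = 3). Of the genes the paper names, PPARG rose (139 to 529 CPM, log2 fold change 2.36, SE 0.31, adjusted p = 1.2e-04) and PPARA fell (37.0 to 11.9 CPM, −1.17, SE 0.26, adjusted p = 0.0029, both from edgeR, n = 3). Of 12 hepatocyte transcription factors 5 fell and none rose, of 31 secreted hepatocyte proteins 12 fell and 7 rose, of 12 keratin and junction genes 8 fell and 1 rose, and of 13 acute phase genes 7 fell and 2 rose, the same when adjusted over the list alone. Of 18 interferon response genes 9 fell (10 when adjusted over the list alone) and 3 rose. Of 70 mitochondrial ribosomal protein genes 21 fell and 19 rose. In all, 3313 genes rose and 3228 fell of 10,250 tested. This balance depends on the scaling: 3597 rose and 1940 fell after a correction for probe GC content. With library totals 2543 rose and 4198 fell, and both settings were tried after the data were seen. Across genes the log2 fold change in HepG2 fell with probe GC content (Spearman rho −0.547, other 5 lines −0.295 to 0.115). Its median was 1.46 in the lowest and −1.47 in the highest range of GC content. The list counts above are without the GC correction, so probe GC content may enter them. The phase difference in HepG2 was also tested against the mean difference of the other 5 lines: of 14,705 genes, 2789 were higher and 2490 lower in HepG2 (3018 and 3144 with DESeq2). PSMA3, a proteasome subunit, rose from 4.35 to 279 CPM in HepG2 and went from 277 to 2.97 CPM in CCD-18Co (log2 difference of HepG2 from the other lines 9.04, SE 0.78, adjusted p = 6.6e-12 from edgeR, n = 3 per group). COX5A, a subunit of cytochrome oxidase, went from 7.49 to 989.6 CPM in HepG2 and from 127 to 1.36 CPM in CCD-18Co (8.60, SE 0.92, adjusted p = 9.9e-10 from edgeR). PREB went from 314 to 14.8 CPM in HepG2 (−4.91, SE 0.54, adjusted p = 1.5e-09 from edgeR) and HLA-C, which presents peptides to T cells, from 199 to 5.24 CPM (−4.83, SE 0.60, adjusted p = 2.1e-08 from edgeR). On PC2, HepG2 scored 149 ± 5.38 in Phase 1 and 93.9 ± 4.07 in Phase 2 (SD, n = 3), a shift of −54.6 against −11.2 to 12.1 in the other lines. Phase took 0.564% of the sum of squares of PC2 (permutation p = 0.012), which missed the test with 12 averaged profiles (0.507%, permutation p = 0.308), genes of at least 5 CPM (0.145%, permutation p = 0.187) and log2(CPM+5) (0.0853%, permutation p = 0.345). It was 0.143% without replicate 1, 8.02% without replicate 2 and 0.0254% without replicate 3 of every group.

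**Figure D3:**
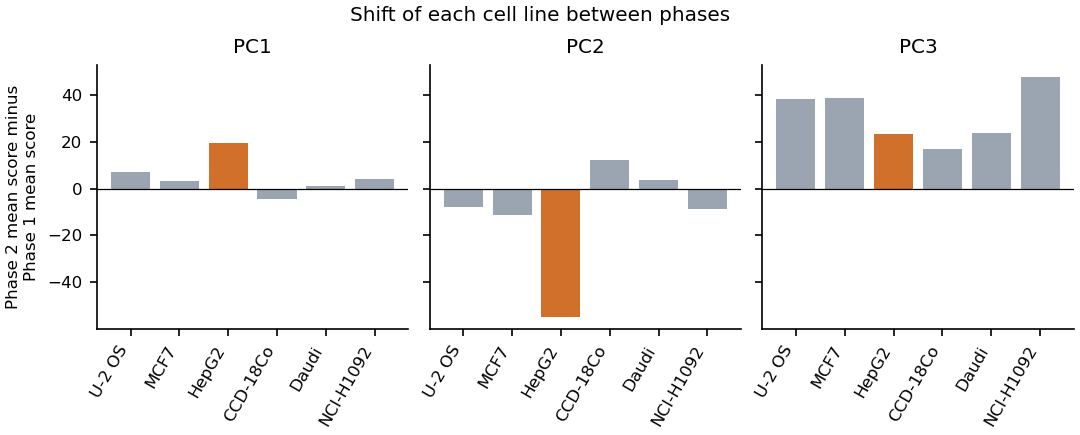
Shift of each cell line between the phases (Phase 2 minus Phase 1) on PC1, PC2 and PC3, in units of the scores. On PC2 the shift of HepG2 was −54.6 and those of the other lines lay from −11.2 to 12.1.

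**Figure D4:**
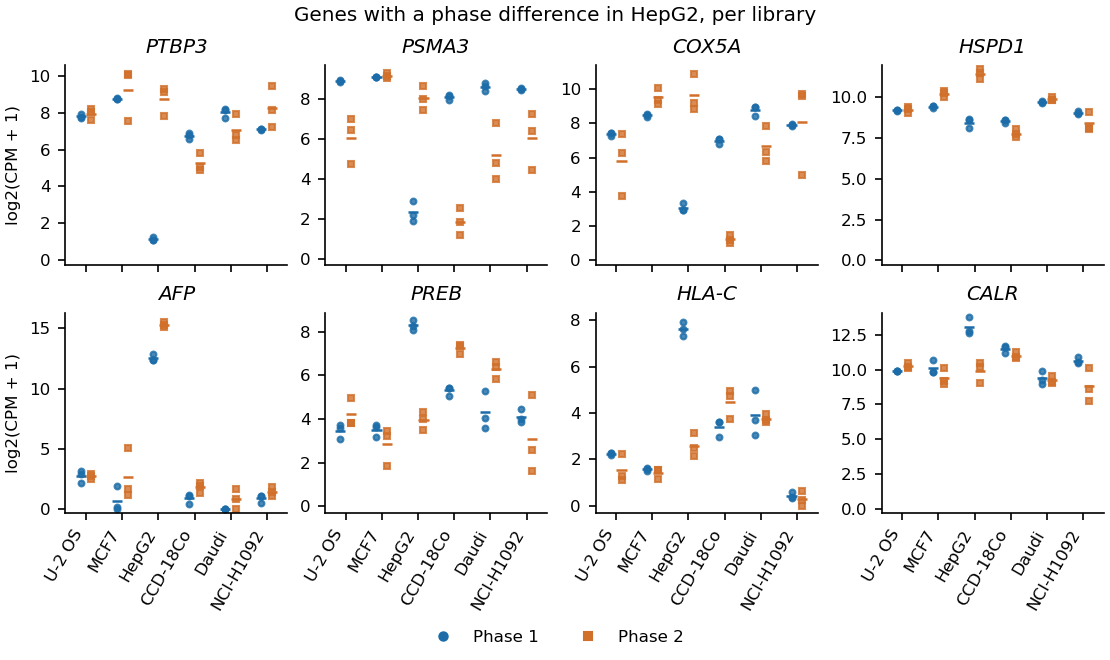
Level of 8 genes in each library, as log2(CPM+1) (vertical axis), for the 6 cell lines in Phase 1 and Phase 2; points are libraries and bars are means. In HepG2, PTBP3, PSMA3, COX5A, HSPD1 and AFP lie higher in Phase 2, and PREB, HLA-C and CALR lower.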

When evaluating the equation PCA_distance_matrix ~ Cell Line + TempO-seq Phase across all PCs using PERMANOVA, the cell line explained 78% of the variance (R^2^ = 0.78, p = 0.001), and the TempO-seq phase accounted for less than 10% of the variance (R^2^ = 0.093, p = 0.001). 

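All 6 lines moved the same way along PC3 between the phases. The shift was 47.5 in NCI-H1092, 38.7 in MCF7, 38.3 in U-2 OS, 23.8 in Daudi, 23.1 in HepG2 and 17.0 in CCD-18Co. PC3 carried 16.8% of the variance, of which cell line took 94.1% and phase 4.91% (permutation p = 0.001). The phase share was 2.72% without replicate 1 of every group, 9.32% with HepG2 left out, 16.0% with log2(CPM+5) and 25.9% with every gene scaled to unit variance (permutation p = 0.001 in each). Exchanging the phases within lines gave an exact permutation p = 0.03125 for the phase share, the smallest p that 6 lines allow. Over all PCs the distance between the Phase 1 and Phase 2 centroids of a line was 175 in HepG2 and 167 in NCI-H1092, and 110.1 to 134 in the other 4 lines. In PERMANOVA on all PCs, with cell line entered first, cell line took 78.0% and phase 9.32% of the sum of squares (both p = 0.001, the smallest that 999 permutations can give). These permutations treat the libraries as independent, although they are technical replicates of 1 culture per line and phase. Their p-values therefore do not measure the spread between cultures.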

The *betadisper* function confirmed that this was due to data centroid location effects, not due to dispersion of the data (platform p-value was 0.6). 

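The mean distance of the libraries to their phase's centroid was 161 ± 22.9 (SD, n = 18) in Phase 1 and 165 ± 19.5 (SD, n = 18) in Phase 2, each over the same 6 cell lines. The F statistic of the difference was 0.303 (permutation p = 0.579, 999 permutations). It was 2.83 with HepG2 left out (permutation p = 0.099), 0.0419 with 12 averaged profiles (permutation p = 0.842), 0.154 without replicate 1 (permutation p = 0.668) and 0.0999 without replicate 2 (permutation p = 0.726) of every group, and 0.456 with log2(CPM+5) (permutation p = 0.511).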

Visual inspection of the PCoA for platform showed extensive overlap between groups, with only a small shift in the centroids; overall, the location and dispersion for platform effects were very similar for TempO-seq Phase 1 vs Phase 2 data. For cell line, the dispersion statistic on the triplicate data was significant (p = 0.001) and visual inspection of the PCoA plot showed that this may be because the HepG2 data had greater dispersion than the other 5 cell lines (see the supplemental S3 File).

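NCI-H1092 and HepG2 were the lines most spread around their own centroid over both phases. The mean distance was 101.2 ± 28.9 in NCI-H1092 and 96.6 ± 13.8 in HepG2 (SD, n = 6 libraries). It was 74.2 ± 5.40 in U-2 OS, 70.0 ± 5.87 in CCD-18Co, 65.6 ± 7.64 in MCF7 and 65.3 ± 4.81 in Daudi (SD, n = 6). The F statistic over the 6 lines was 7.85 (p = 0.001 by permutation). It was 2.52 without replicate 1 (permutation p = 0.034), 38.2 without replicate 2 (permutation p = 0.001) and 3.74 without replicate 3 (permutation p = 0.003) of every group.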

To visualize the genes that were driving differences in PC1, we plotted PC1 rotation values (Fig 2B) and then visualized the expression of high rotation genes at the tails with absolute value > 0.02. The genes driving PC1 variance had differing gene expression patterns across the cell lines, but these genes had consistent expression levels for all six replicates within each cell line for both Phase 1 and Phase 2, as expected based on the PCA clustering pattern (see Fig 2C).

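The genes at the positive end of PC1 included many genes of B cells, and those at the negative end many genes of matrix and adhesion. JCHAIN, which joins immunoglobulin units, and IGHM, the heavy chain of IgM, reached 10,047 ± 1322 and 2604 ± 923 CPM in Daudi (SD, n = 6 libraries). Their highest means in any other line were 6.47 CPM in CCD-18Co and 1.25 CPM in NCI-H1092. COL1A1, a collagen chain, reached 6780 ± 1285 CPM in CCD-18Co and 600.5 ± 251 CPM in U-2 OS, and 0.653 ± 1.05 CPM in Daudi (SD, n = 6). The intermediate filament gene VIM reached 14,040 ± 4158 CPM in CCD-18Co and 5.13 ± 3.199 CPM in Daudi (SD, n = 6). JCHAIN (ENSG00000132465, chromosome 4 of GRCh38, 70655541 to 70681817) had the highest rotation, 0.0433, followed by IGHM, MS4A1, HLA-DRA and CD79A. The B cell surface gene MS4A1 was at 1871 ± 333 CPM in Daudi, HLA-DRA, which presents peptides to T cells, at 1194 ± 189 CPM and CD79A at 1589 ± 983 CPM (SD, n = 6). TIMP1 (chromosome X, 47582313 to 47586789), an inhibitor of matrix proteases, had the lowest rotation, −0.0450, with 4321 ± 753 CPM in CCD-18Co and 0.588 ± 0.826 CPM in Daudi. ACTN1, which crosslinks actin, was at 3082 ± 711 CPM in CCD-18Co and 2594 ± 949 CPM in U-2 OS (SD, n = 6). Of 35 B cell and lymphoid genes 27 had a rotation above 0.02 and none below −0.02, and of 32 genes of extracellular matrix and adhesion 25 lay below −0.02 and none above 0.02. Of 27 interferon response genes 9 lay above 0.02 and 1 below −0.02. In all, 151 genes lay above 0.02 and 474 below −0.02. Daudi was the highest line for 143 of 148 listed positive genes and the lowest for 395 of 474 negative ones. The median range between lines was 7.24 on the log2(CPM+1) scale, the median of each gene's largest difference between phases in any line 1.36, and the median replicate SD 0.322. The range between lines exceeded the largest phase difference in 622 of 622 listed genes. The genes were chosen by their rotation in these libraries, so a range between lines that exceeds the phase difference is built into the choice.

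**Figure D5:**
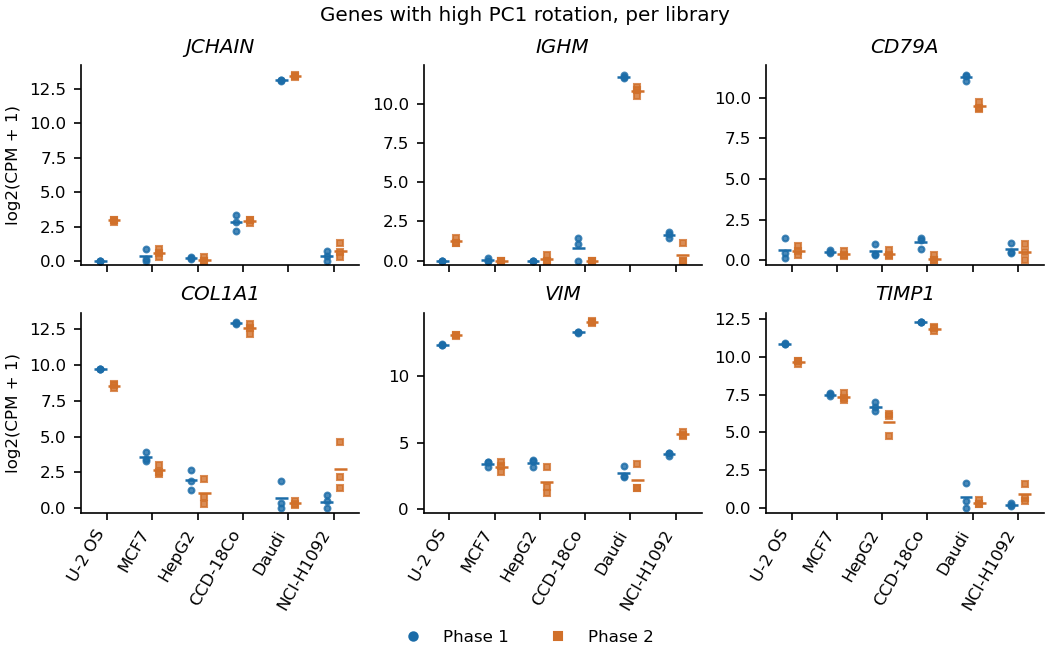
Level of JCHAIN, IGHM, CD79A, COL1A1, VIM and TIMP1 in each library, as log2(CPM+1) (vertical axis), for the 6 cell lines in both phases; points are libraries and bars are means. The first 3 genes lie highest in Daudi and the other 3 highest in CCD-18Co.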

Based on these analyses, we concluded that any batch effects between TempO-seq Phase 1 and Phase 2 were minimal in comparison to the relative differences between cell lines. The Phase 1 and Phase 2 data were therefore combined for all subsequent comparisons to RNA-seq data.

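In the 6 lines, each profile lay nearer to the same line in the other phase than to any other line in either phase. Averaged HepG2, the line with the lowest correlation between its own phases, had its next highest correlation with MCF7 of Phase 2 (r = 0.838 across genes). For NCI-H1092 the highest correlation with another line was 0.839, for U-2 OS and CCD-18Co 0.877 (with each other), for MCF7 0.862 and for Daudi 0.803. From its analyses of the 6 lines, the paper concludes that batch effects between the phases were minimal relative to the differences between cell lines, and it combined the phases for this reason.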

### TempO-seq vs RNA-seq platform differences are consistent across cell lines

We calculated the relative log difference in log_2_(EPM + 1) values between TempO-seq and RNA-seq, for each gene across all 39 cell lines, and found these values to be consistently centered around zero with similar distributions and numbers of outliers (i.e., genes with non-concordant expression levels between technologies) across all cell lines for the 19,290 overlapping genes (see Fig 3). 

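For the comparison with RNA-seq, TempO-seq profiles of 39 cell lines from 132 libraries were used, with 3 libraries per line and phase. Of these lines 15 were profiled in Phase 1, 19 in Phase 2 and 5 in both. The 60 Phase 1 libraries held 6,464,689 to 10,398,422 counts (median 8,065,772.5) and the 72 Phase 2 libraries 2,575,315 to 5,767,774 counts (median 4,674,310.0). The lowest total belonged to MHH-CALL-4. CPM was averaged over all libraries of a line before the logarithm, over all 19,703 genes and not over those shared with RNA-seq, and the RNA-seq profiles themselves were not analysed here. Gene differences between groups of lines were tested on counts summed over the libraries of each line, 1 profile per line, with TMM and edgeR's quasi-likelihood test. A gene passed with an adjusted p under 0.05 and an absolute log2 fold change over 1. The groups were the liver lines HepG2, Huh-1, Huh-7 and PLC/PRF/5, the lymphoid lines Daudi, DoHH2, MHH-CALL-4, SET-2 and SU-DHL-6, and the lung cancer lines NCI-H1092, NCI-H1105, NCI-H1436, NCI-H2106 and NCI-H2171, each against all other lines. Scaling by library totals, tried after the data were seen, moved the median log2 fold change of all genes by −0.20 in the comparison of the lung cancer lines, and DESeq2's size factors moved it by 0.14 there and by −0.10 in the comparison of the lymphoid lines. Changes are relative to the TMM scale. The levels beside these tests are CPM of the summed counts, and figures show averaged CPM. Each line is 1 profile, so the p-values measure the spread between lines. For a gene with no count in a group, the limit is set at 3 counts over the group, which covers counting error only.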

The average 50^th^ percentile of TempO-seq minus RNA-seq relative log difference in log_2_(EPM + 1) was ‐0.04, which indicates that there was only a slight difference on average between TempO-seq and RNA-seq expression values. When assessing the interquartile ranges (IQR) for the TempO-seq minus RNA-seq relative log difference in log_2_(EPM + 1), the narrowest IQRs indicated that the smallest platform divergence was observed for Daudi, HUVEC/TERT2, and hTERT-HME1. Conversely, the widest IQRs were observed for NCI-H1436, NCI-H2106, and NCI-H1105, indicating the largest platform divergence was associated with these cell lines.

PCA of TempO-seq versus RNA-seq data showed a clear platform divergence pattern captured by PC1 for all 39 cell lines that were evaluated (see Fig 4). ANOVA revealed that the platform categorization explained 97% of the variance for PC1 (R^2^ = 0.97, p <2e‐16). Although, visual inspection of the PCA plots encouragingly shows that clustering by cell line was prominent within PC2 and PC3 (for PC3 see the supplemental S2 File).

PERMANOVA results across all PCs for TempO-seq vs RNA-seq log_2_(EPM+1) showed that, in total, the platform effect accounted for 31% of the total variance (R^2^ = 0.31, p = 0.001). Dispersion effects testing on the distance matrix for all PCs showed significant effects for platform (p = 0.016). Since there is a significant result for dispersion effects, the PERMANOVA results need to be interpreted with the aid of the PCoA plots. Visual inspection of the PCoA shows that, in addition to a relatively smaller difference in the dispersion, there is also a clear and pronounced difference in the centroid locations of the TempO-seq vs RNA-seq data without any overlap, confirming that there is a clear platform divergence within the log_2_(EPM+1) data (see the supplemental S3 File).

### Analysis of the non-concordant genes

Genes with the greatest difference in RLE levels between TempO-seq and RNA-seq were progressively removed until the PERMANOVA variance explained (R^2^) for platform effect across all PCs was < 10% (R^2^ = 0.099, p = 0.001, see the supplemental S2 File), as described in the methods. Of note, this PERMANOVA result on the log_2_(EPM+1) data after removal of non-concordant genes is reliable for data centroid location effects because the *betadisper* test for dispersion effects was not significant for platform (p = 0.07, see the supplemental S3 File). To better understand the expression patterns of the genes driving the platform divergence observed in the initial PCA, we visualized the individual expression levels of the 3,810 most non-concordant genes on a heatmap (see Fig 5). We found that the expression levels of most non-concordant genes were consistently higher or lower in TempO-seq relative to RNA-seq, regardless of cell line. 

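Ribosomal protein and histone genes spanned the whole range of TempO-seq levels. Of 85 cytosolic ribosomal protein genes, 10 averaged under 5 CPM over the 39 lines, while 43 averaged over 100 CPM and 14 over 1000 CPM (median 131 CPM). Of 78 mitochondrial ribosomal protein genes, 11 averaged under 5 CPM and 15 over 100 CPM (median 36.6 CPM). Of 68 replication-dependent histone genes, whose transcripts end in a stem-loop and carry no poly-A tail, 11 averaged under 5 CPM, 37 over 100 CPM and 10 over 1000 CPM (median 115 CPM). Cytosolic ribosomal protein genes took 6.20% of all counts (SD 2.84, n = 39 lines), from 1.54% in the breast cancer line BT-483 to 12.6% in the lymphoma line DoHH2. Mitochondrial ones took 0.549% (SD 0.122, n = 39), from 0.289% to 0.822% in DV-90. Replication-dependent histones took 4.08% (SD 2.25, n = 39), from 0.478% in the bronchial line HBEC3-KT to 9.12% in MHH-CALL-4. The 12 replacement histones, which are made outside S phase and have a poly-A tail, took 0.295% (SD 0.131, n = 39). With a limit of 1 CPM, 5 cytosolic and 2 mitochondrial ribosomal protein genes lay under it. The parts of the paper's tables of non-concordant genes and of overlapping genes used here give averages of both platforms. In these values TempO-seq was the lower platform for 30 of 30 cytosolic and 15 of 22 mitochondrial ribosomal protein genes. It was the lower one for 4 of 4 replacement histones and for 0 of 3 replication-dependent histones. Genes from the non-concordant table were selected for their difference between the platforms, so these counts do not stand for the whole families.

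**Figure D6:**
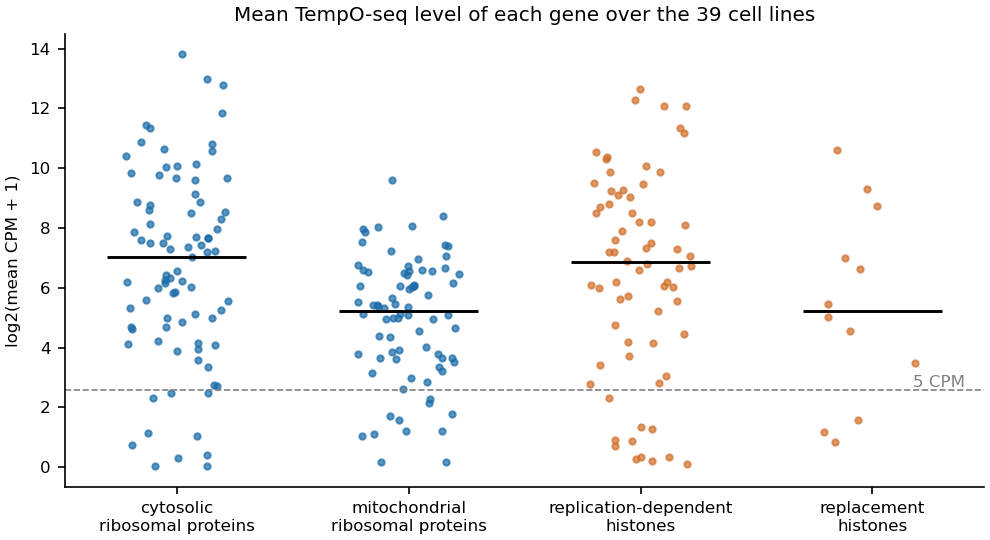
Mean level of each gene over the 39 cell lines, as log2(mean CPM+1) (vertical axis), for cytosolic and mitochondrial ribosomal protein genes, replication-dependent histones and replacement histones; each point is a gene, the black bar is the median and the dashed line marks 5 CPM. The medians are 131, 36.6 and 115 CPM for the first 3 families.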

Notable gene families included many ribosomal protein gene families (RPL, RPS, MRP, etc) that had lower expression in TempO-seq data than RNA-seq data, and many histone protein gene families (H2AC, H4C, etc) that had higher expression levels in the TempO-seq data.

**Fig 3:**
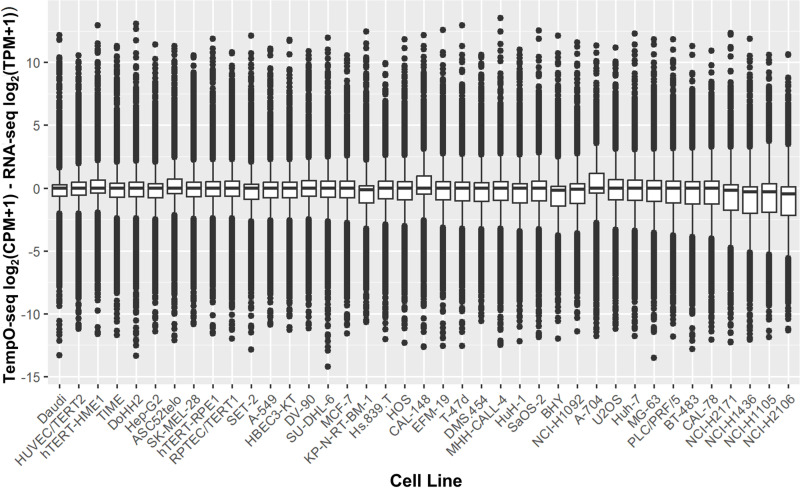
Boxplots showing TempO-seq log_2_(CPM+1) minus RNA-seq log_2_(TPM+1) for 19,290 genes for all 39 cell lines. The cell lines are arranged based on the size of their inter-quartile range, from smallest to largest.

**Fig 4:**
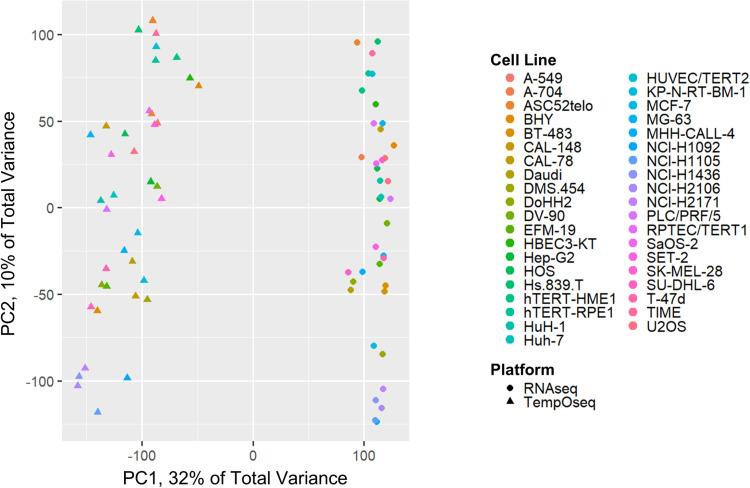
Principal component analysis (PCA) plots for TempO-seq vs RNA-seq log_2_ data. This PCA is based on log_2_(expression per million + 1) (abbreviated to log_2_(EPM+1)) for 19,290 overlapping genes within TempO-seq and RNA-seq. Principal component 1 (PC1) explains nearly one third of the total variance and has a clear platform divergence for RNA-seq Human Protein Atlas data compared to TempO-seq Phase 1 and Phase 2 data.

**Fig 5:**
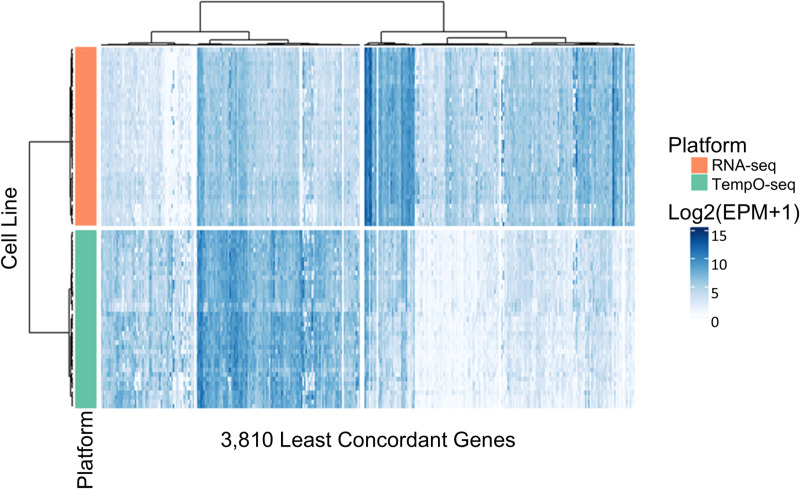
Heatmap of the expression levels for the 3,810 least concordant genes. These are the genes with the highest values for the relative log difference between TempO-seq and RNA-seq. The columns are genes and the rows are the cell lines analyzed, with the RNA-seq expression levels shown on the top half of the rows (orange band) and the TempO-seq expression levels shown on the bottom half of the rows (green band). The blue color shading within the heatmap indicates log_2_(expression per million + 1) (abbreviated to log_2_(EPM+1)) level for each gene; ranging from white for lowly expressed genes corresponding to 0 log_2_(EPM+1) to deep blue for highly expressed genes corresponding to 15 log_2_(EPM+1). Genes in the left branch of the dendrogram generally had higher expression in TempO-seq than RNA-seq, and genes in the right branch had lower expression in TempO-seq and higher expression in the RNA-seq data across all 39 cell lines.

We also calculated the average fold difference between RNA-seq and TempO-seq EPM across all data, which was 1.18 (95% CI: 1.18–1.19) for all genes and this decreased to 1.13 (95% CI: 1.12–1.13) when subset to concordant genes only, with RNA-seq normalized TPM expression values trending higher relative to TempO-seq CPM values. Similarly, the average Pearson correlations were 0.77 (95% CI: 0.76–0.78) across all 19,290 overlapping genes and increased to 0.90 (95% CI: 0.88–0.91) when subset to the 15,480 concordant genes.

Next, an odds ratio (OR) analysis was performed to determine if the non-concordant genes were associated with known biological functions or molecular signaling pathways. For the 3,810 expressed genes with an average CPM ≥ 5 and/or TPM ≥ 5 that we determined to be non-concordant, we calculated ORs for enrichment of Gene Ontology (GO) signatures retrieved from MSigDB. Of the 10,461 GO signatures retrieved from MSigDB, 3,935 met our requirements: to be included a signature must have had at least 10 genes that were within the 10,487 overlapping TempO-seq and RNA-seq expressed genes (average CPM ≥ 5 and/or TPM ≥ 5) and those 10 or more genes had to represent at least 50% of the total genes within the signature.

We identified 27 GO signatures that had an FDR < 0.05 (see Table 3), of which 22 GO signatures had an OR > 1 (containing a higher proportion of non-concordant genes than concordant genes). The 22 more non-concordant GO signatures predominantly had functions associated with chromatin, chromosome centromeres, and cytosolic ribosomal subunits. All of the GO signatures with OR > 1 contained multiple histone family genes (H2AC, H2B, H4C, etc) and/or many ribosomal family genes (RPS, RPL, MRP, etc).

**Table 3:** Significant Gene Ontology (GO) signatures with false discovery rate (FDR) adjusted p-values < 0.05. The transcriptomics dataset included a total of 10,487 genes that met a minimum expression threshold (≥5 CPM in TempO-seq or ≥5 TPM in RNA-seq), of which 3,810 genes were classified as non-concordant and 6,677 genes were classified as concordant. The GO analysis included 10,461 GO signatures, of which 3,935 passed our inclusion criteria for analysis to have at least half the signature’s genes and a minimum of 10 genes within our list of 10,487 minimally expressed genes. GO signatures with odds ratios (ORs) > 1 had greater odds of non-concordant levels of expression between TempO-seq and RNA-seq for the genes within the signature. The 1/OR column shows the odds that expression of the GO signature genes are concordant between the TempO-seq and RNA-seq platforms (most reproducible) for the signatures with OR < 1 to improve interpretation.

GO signature	Genes (n)	Genes in analysis	% genes in analysis	OR	1/OR	FDR p-value
GOBP_PROTEIN_LOCALIZATION_TO_CENP_A_CONTAINING_CHROMATIN	18	17	94	28.15	–	5.6E‐04
GOCC_CHROMOSOME_CENTROMERIC_CORE_DOMAIN	19	18	95	14.07	–	3.1E‐03
GOMF_STRUCTURAL_CONSTITUENT_OF_CHROMATIN	97	67	69	10.13	–	2.2E‐12
GOBP_NEGATIVE_REGULATION_OF_MEGAKARYOCYTE_DIFFERENTIATION	20	17	85	8.20	–	4.7E‐02
GOCC_CYTOSOLIC_LARGE_RIBOSOMAL_SUBUNIT	60	55	92	6.34	–	4.7E‐07
GOCC_CYTOSOLIC_SMALL_RIBOSOMAL_SUBUNIT	41	36	88	4.00	–	3.1E‐02
GOCC_NUCLEOSOME	134	97	72	3.78	–	4.8E‐07
GOCC_CYTOSOLIC_RIBOSOME	118	107	91	3.50	–	4.8E‐07
GOBP_NUCLEOSOME_ORGANIZATION	138	105	76	3.40	–	1.2E‐06
GOMF_STRUCTURAL_CONSTITUENT_OF_RIBOSOME	169	153	91	3.00	–	1.4E‐07
GOCC_LARGE_RIBOSOMAL_SUBUNIT	117	111	95	2.80	–	1.2E‐04
GOCC_RIBOSOMAL_SUBUNIT	188	177	94	2.66	–	4.5E‐07
GOBP_RIBOSOMAL_LARGE_SUBUNIT_BIOGENESIS	76	73	96	2.53	–	4.4E‐02
GOCC_CATALYTIC_STEP_2_SPLICEOSOME	91	88	97	2.43	–	2.0E‐02
GOBP_CYTOPLASMIC_TRANSLATION	156	146	94	2.41	–	1.7E‐04
GOCC_PRERIBOSOME	109	105	96	2.18	–	3.6E‐02
GOCC_RIBOSOME	239	215	90	2.17	–	2.6E‐05
GOBP_PROTEIN_DNA_COMPLEX_ASSEMBLY	240	189	79	2.08	–	5.1E‐04
GOMF_STRUCTURAL_MOLECULE_ACTIVITY	809	446	55	1.87	–	4.5E‐07
GOCC_RIBONUCLEOPROTEIN_COMPLEX	1169	661	57	1.70	–	2.0E‐07
GOBP_RIBOSOME_BIOGENESIS	325	308	95	1.67	–	6.2E‐03
GOBP_RIBONUCLEOPROTEIN_COMPLEX_BIOGENESIS	502	447	89	1.62	–	5.6E‐04
GOCC_GOLGI_APPARATUS	1634	1068	65	0.77	1.30	4.6E‐02
GOBP_LYMPHOCYTE_ACTIVATION	796	405	51	0.65	1.53	4.4E‐02
GOMF_PROTEIN_KINASE_ACTIVITY	577	382	66	0.60	1.66	6.2E‐03
GOBP_REGULATION_OF_ANATOMICAL_STRUCTURE_MORPHOGENESIS	937	488	52	0.60	1.67	5.1E‐04
GOCC_BASEMENT_MEMBRANE	90	49	54	0.15	6.46	4.4E‐03

We found that 5 GO signatures had OR < 1 and FDR < 0.05 (containing a higher proportion of concordant genes than non-concordant genes). Table 3 shows calculations for 1/OR, which represents what the odds are for the GO signature to contain a greater proportion of concordant genes than non-concordant genes between the TempO-seq and RNA-seq data. The most concordant GO signatures include functions for the basement membrane, cellular structure, and kinase activity. The supplemental S2 File includes the full list of signatures, ORs, and genes within each GO signature.

### PC1 platform divergence was successfully resolved using RLE normalization

The platform divergence between TempO-seq and RNA-seq on PC1 was able to be resolved using RLE normalization of the 19,290 overlapping genes within both platforms (see Fig 6). ANOVA on PC1 RLE data showed that the platform accounted for none of the variance following this relative log expression normalization step (R^2^ = 0, p = 1).

**Fig 6:**
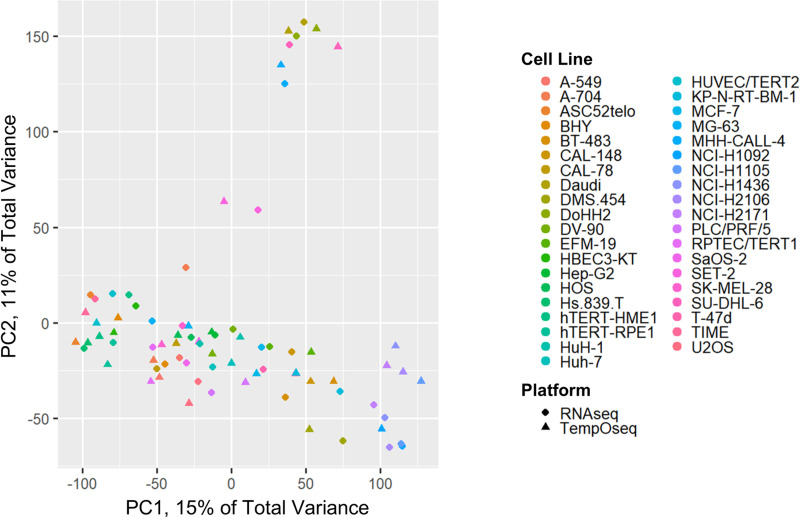
TempO-seq vs RNA-seq principal component analysis (PCA) using relative log expression (RLE) normalized data. RLE on 19,290 overlapping genes resolved the TempO-seq versus RNA-seq platform divergence observed within the PCA. The cell lines grouped together by cell line (color) instead of by technological platform (circles for RNA-seq and triangles for TempO-seq). The cell lines in the off-shoot with PC2 > 50 are all cancer cell lines derived from the immune system: SET-2, MHH-CALL-4, DoHH2, SU-DHL-6, and Daudi.

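The lymphoid lines were on average higher in many genes of B cells and other blood cells and lower in several genes of matrix, adhesion and epithelial structure, and SET-2 lacked high levels of the B cell genes CD79A (4.93 CPM) and MS4A1 (no count). STAP1, a signalling adaptor of blood cells, was at 409.9 ± 283 CPM in the 5 lymphoid lines and 0.233 ± 0.505 CPM in the other 34 (SD over lines). CD79A was at 493 ± 733 and 0.499 ± 0.688 CPM, and the leukocyte membrane protein CD53 at 208 and 0.190 CPM. TEAD1, the DNA-binding partner of YAP, was at 1.65 ± 2.35 CPM in the 5 lines and 722 ± 798 CPM in the others. STAP1 (ENSG00000035720, chromosome 4 of GRCh38, 67558728 to 67607337) had a log2 fold change of 10.92 (SE 0.87, adjusted p = 1.9e-12 from edgeR's quasi-likelihood test, n = 5 and 34 lines). CD79A (ENSG00000105369, chromosome 19, 41877120 to 41881372) had one of 10.21 (SE 0.70, adjusted p = 4.9e-14 from edgeR) and CD53 of 10.25 (SE 0.95, adjusted p = 1.1e-10 from edgeR). MS4A1 averaged 2504 ± 2771 CPM against 0.534 CPM (log2 fold change 12.45, SE 1.06, adjusted p = 1.3e-11 from edgeR), although the lines of both groups overlapped. LCP1, an actin-bundling protein of leukocytes, averaged 3212 against 50.5 CPM (6.07, SE 1.03, adjusted p = 5.1e-05 from edgeR). TEAD1 fell by 8.69 on the log2 scale (SE 1.13, adjusted p = 3.5e-07 from edgeR). KITLG, the ligand of the KIT receptor, was at 0.0893 CPM in the lymphoid lines and 73.7 CPM in the others, ERRFI1, an inhibitor of EGFR, at 0.415 and 263 CPM and the proteoglycan SDC1 at 0.80 and 162 CPM. All 3 passed the test. The epithelial keratin KRT18 had no count in any of the 5 lines and averaged 65.1 CPM in the others, at least 2070-fold lower. PPARG, named by the paper, averaged 0.138 against 123 CPM (log2 fold change −9.76, SE 2.05, adjusted p = 9.8e-04 from edgeR), with overlap of the groups. Of 33 B cell and lymphoid genes 31 were higher and none lower (31 when adjusted over the list alone), of 27 interferon response genes 7 were higher and none lower (10 higher), and of 14 genes of myeloid, megakaryocyte and T cells 4 were higher and 1 lower (5 and 1). Of 65 replication-dependent histone genes 11 were higher and none lower (12 higher). Of 32 matrix and adhesion genes 10 were lower and none higher (25 lower), of 22 keratin and junction genes 11 were lower and none higher (19 lower and 1 higher), and of 20 luminal breast genes 10 were lower and none higher (16 lower). In all, 951 genes were higher and 1046 lower of 15,443 tested. DESeq2 called 4040 genes, of which 843 were higher. The balance of the main test turned, with more genes higher than lower, without Daudi (826 and 536), DoHH2 (778 and 499), MHH-CALL-4 (614 and 558) or SU-DHL-6 (761 and 506) and with no filter on low counts (1273 and 1017). Without DoHH2, MHH-CALL-4 or SU-DHL-6 the test called 1277, 1172 or 1267 genes.

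**Figure D7:**
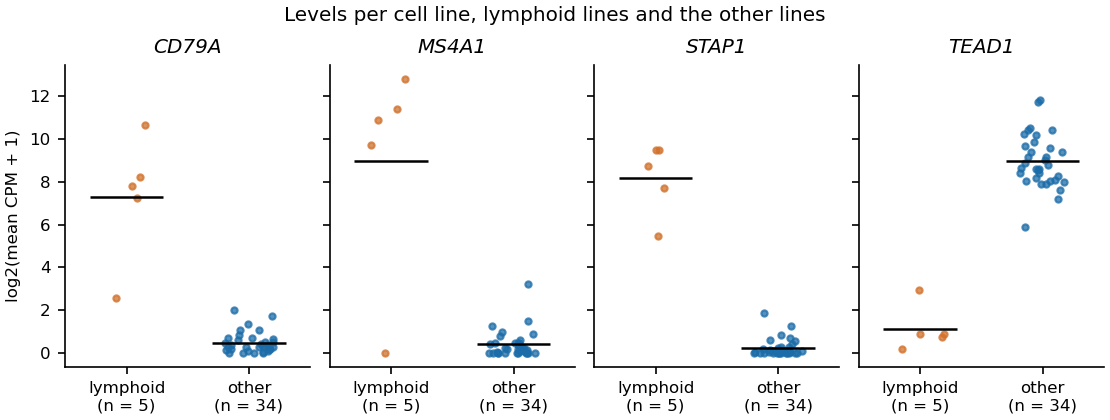
Level of CD79A, MS4A1, STAP1 and TEAD1 in each of the 39 cell lines, as log2(mean CPM+1) (vertical axis); points are lines and bars are means, split into the 5 lymphoid lines and the other 34. CD79A and STAP1 are higher in every lymphoid line than in any other line, and TEAD1 is lower in every lymphoid line.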

PERMANOVA on all PCs for RLE data also demonstrated that TempO-seq vs RNA-seq platform designation accounted for none of the variance (R^2^ = 0, p = 1). Dispersion effects testing on the distance matrix for all PCs showed significant effects for platform (p = 0.018); visual inspection of the PCoA shows that there is near complete overlap of the TempO-seq and RNA-seq data, with very similar dispersions and centroid locations, indicating that any remaining platform differences after RLE are minimal (see the supplemental S3 File). Additionally, visual inspection of PC1, PC2, and PC3 show that the data grouped together well by cell line, which further supports the finding that the platform divergence was resolved by the RLE normalization approach.

Additionally, Pearson correlations were run both before and after RLE normalization (see Fig 7). Initially, the TempO-seq vs RNA-seq Pearson correlations between matching cell types averaged 0.77 (95% CI: 0.76–0.78) and the correlations between non-matching cell lines averaged 0.64 (95% CI: 0.64–0.65). After RLE normalization, Pearson correlations between matching cell types averaged 0.71 (95% CI: 0.67–0.74) and the correlations between non-matching cell lines averaged ‐0.02 (95% CI: ‐0.03 to ‐0.01).

**Fig 7:**
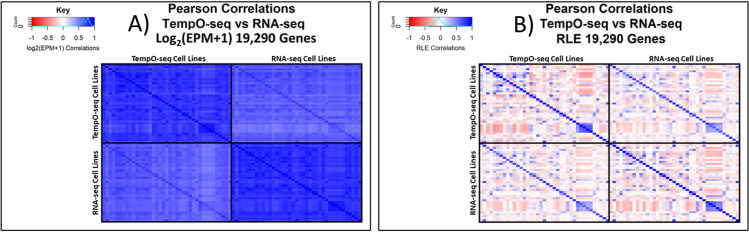
Heatmaps of Pearson correlations for log_2_ and RLE data. Quadrants within each figure panel show Pearson correlations between the 39 cell lines within TempO-seq (top left quadrant), between the TempO-seq and RNA-seq cell lines (bottom left and top right quadrants), and between the 39 cell lines within RNA-seq (bottom right quadrant). The diagonal within each quadrant is the Pearson correlations between the same cell line. (A) Heatmap of Pearson correlations for the 19,290 overlapping genes with units of log_2_(expression per million + 1), abbreviated to log_2_(EPM+1). (B) Heatmap of Pearson correlations from the relative log expression (RLE) normalization approach. The full Pearson correlation numerical data used to generate the heatmaps is available in the supplemental S2 File.

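Within TempO-seq, the closest pairs included lines of one cell type or tissue and also lines of different tissues. The endothelial lines TIME and HUVEC/TERT2 had the highest correlation of all pairs, 0.971 across genes before RLE and 0.886 after it. The lymphoma lines DoHH2 and SU-DHL-6 followed with 0.933 before RLE and 0.822 after it. Among the breast lines, EFM-19 and BT-483 reached 0.732 after RLE, and T-47D and MCF7 0.649. Across tissues, the bronchial line HBEC3-KT and the oral carcinoma line BHY reached 0.757 after RLE, the adipose line ASC52Telo and the eye line hTERT-RPE1 0.716 (0.931 before RLE), and the bone line SaOS-2 and the chondrosarcoma line CAL-78 0.7002 (0.928 before RLE). RLE was computed by Equation 2 of the paper, the log2 ratio of (EPM + 1) to its average over the lines. Over all 741 pairs of different lines the mean r was 0.792 (SD 0.0568, from 0.610 to 0.971) before RLE and 0.280 (SD 0.151, from −0.0368 to 0.886) after it. The paper's text describes log2(EPM + 1) divided by its average, which was run after the data were seen and gave a mean r of −0.0210 (SD 0.0802). Subtracting the average of log2(CPM+1) gave −0.0254 (SD 0.205), where centring 39 lines by itself would give −0.0263 for unrelated lines. Pairs that share a phase were closer than pairs that do not. After RLE by Equation 2, the mean r was 0.401 for 105 pairs of lines profiled in Phase 1 only, 0.331 for 171 pairs profiled in Phase 2 only, and 0.197 for 285 pairs across these phases. Before RLE these means were 0.828, 0.803 and 0.766. Among the 24 lines with Phase 2 profiles alone the mean r was 0.806 before RLE and 0.261 after it.

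**Figure D8:**
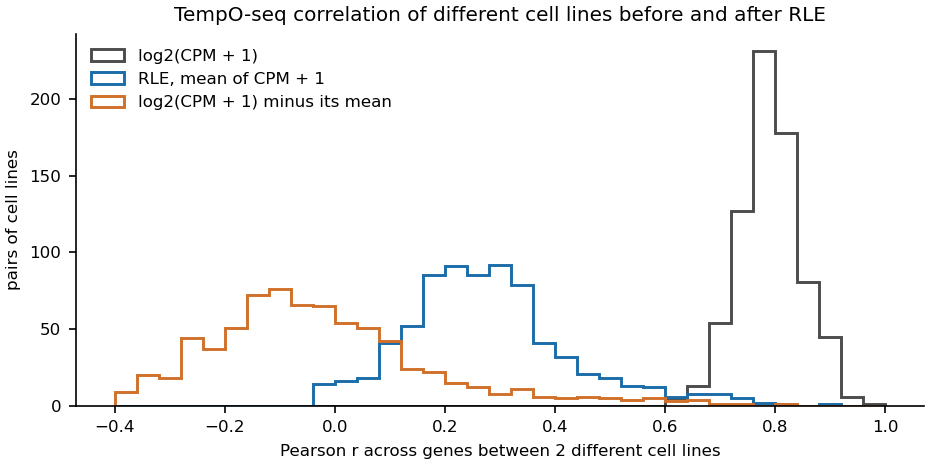
Number of pairs of different cell lines (vertical axis) by Pearson correlation across genes within TempO-seq (horizontal axis, no unit), for log2(CPM+1), RLE of Equation 2 and log2(CPM+1) minus its mean. The means are 0.792, 0.280 and −0.0254.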

## Discussion

The present study compared gene expression data generated using TempO-Seq on cell lysates with RNA-Seq on purified RNA samples for 39 cell lines from many different types of tissue. The main goal of the study was to assess the comparability of gene expression measurements from the two technologies and compatibility for TempO-Seq and RNA-Seq whole transcriptome analysis to be combined for integrated analysis. To our knowledge, this study is the first of its kind; previous studies have all performed comparisons using only purified RNA for both platforms.

The first component of our analysis compared two TempO-seq data sets that had different read depths (6 million reads for Phase 1 and 4.5 million reads for Phase 2) for six different cell lines containing three technical replicates each and found that log_2_(CPM+1) normalized gene counts for all of the technical replicates from the same cell line were highly correlated within and across the two data sets. We further identified that the data was influenced much more strongly by cell line identity (78% of variance across all PCs) and not by whether the replicate was part of the Phase 1 or Phase 2 data set (< 10% of variance). Considering that the cell culture and lysates for Phase 1 and Phase 2 were produced months apart and at different read depths, this demonstrates a high degree of reproducibility for TempO-seq generated in the same laboratory over time (by the same laboratory technician from the same cryostocks of cells), even with mapped read depths that differed substantially.

The second component of our analysis compared the TempO-seq whole transcriptome data generated from cell lysates versus RNA-seq data generated from purified RNA across 39 cell lines. The log_2_(EPM+1) normalized gene count data was highly correlated despite the cultures and samples being prepared by different laboratories with different cell stocks. Of note, the HPA RNA-seq data was available only as an average of their three technical replicates, so we were unable to evaluate the technical replicability for the RNA-seq data like we were able to conduct for the TempO-seq data. In spite of this limitation, we determined that the median for the interquartile range for the relative log difference in log_2_(EPM + 1) was nearly equivalent, being centered near zero (‐0.04, see Fig 3) and the Pearson correlations were strong (0.77, 95% CI: 0.76–0.78, see Fig 7). This demonstrates a high degree of concordance in gene expression profiles produced by TempO-seq and RNA-seq.

However, despite the high correlations in log_2_(EPM + 1) data between the two platforms, further statistical tests and data visualizations (PCA, PCoA, *betadisper*, and PERMANOVA) revealed a clear divergence between the TempO-seq and RNA-seq data. From this we identified that a subset of 20% of the genes had expression levels that differed substantially between platforms (Fig 5). Encouragingly, the percentage of genes that we found to be non-concordant between TempO-seq and RNA-seq (20%) was comparable and actually less than the 25% percent of genes that Angel and colleagues had found to be heavily influenced by technological platform when they combined 38 transcriptomics data sets for multiple types of human blood cells [31]. Additionally, the variance we observed between the TempO-seq and RNA-seq data was also similar to the differences noted by Yeakley et al in their comparison of the two technologies [4]. Therefore, the variance in expression levels that we observed between the two technologies is akin to what others have reported in the literature when comparing data from different labs and different transcriptomics platforms.

To better understand the TempO-seq versus RNA-seq platform divergence seen in the initial PCA across all PCs, we identified the genes that were the most non-concordant in their expression between TempO-seq and RNA-seq (in which minimally expressed genes with a larger relative log_2_ difference between TempO-seq and RNA-seq were removed until the platform effect on the PCA was < 10% of total variance). There was a similar number of genes with higher expression vs with lower expression in TempO-seq compared to RNA-seq. The full list of these 3,810 non-concordant genes is available in the supplemental S2 File within the “TR_Nonconcordant genes” tab. Of note, the genes that were flagged as non-concordant either had consistently high or low expression in TempO-seq relative to RNA-seq, regardless of cell line. The consistency of the discrepancy across all 39 cell lines implies that the observed differences in these non-concordant genes is likely due to actual differences in the technological platforms.

When focusing on the subset of genes that were non-concordant, histone and ribosomal gene families made up a large proportion of those genes with the largest differences in expression levels. There were 246 genes with a difference of >5 log_2_(EPM + 1), for which over one quarter (27%) of those genes (n=66) were ribosomal (n=39) or histone (n=27) genes. Also, for the 66 genes with a difference of >7 log_2_(EPM + 1), half of those genes (n=33) were ribosomal (n=20) or histone (n=13) genes. Of all of the genes in the histone family, 73% of them were non-concordant. The difference in detection of histone gene family expression levels was expected though because histone genes do not have poly-A tails [32] and the RNA-seq preparation procedure included a poly-A tail pull-down step. Thus, RNA-seq reported mostly very low TPM expression values for histone genes. In contrast, TempO-seq does not require poly-A tail pull-down during library preparation steps [4], and the data had high CPM values for histone family genes. This means that TempO-seq would be preferable to RNA-seq library preparations employing poly-A enrichment when interpreting expression levels for histone genes.

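Most replication-dependent histone genes were well detected by TempO-seq in the 39 lines. The linker histone gene HIST1H1E was at 6364 ± 5235 CPM, HIST1H2AJ at 5003 ± 5414 CPM, HIST1H1B at 4336 ± 5181 CPM and HIST1H4E at 2597 ± 1912 CPM (SD, n = 39 lines). HIST1H1E (chromosome 6 of GRCh38, 26156354 to 26157107) had 1097 CPM or more in every line. HIST2H4B averaged 4337 CPM, but its probe is shared with another histone gene, so the gene behind its counts is uncertain. The lowest members were HIST1H2AH at 0.0766 ± 0.204 CPM and HIST1H1T, a histone of the testis, at 0.148 ± 0.267 CPM (SD, n = 39). Among the replacement histones, H2AFZ was at 1558 ± 974 CPM and H3F3B at 0.802 ± 0.887 CPM (SD, n = 39). In the paper's averages, as log2(EPM + 1), HIST1H2BJ stood at 9.32 in TempO-seq and 3.61 in RNA-seq, HIST1H1D at 5.10 and 0.64 and HIST1H1A at 3.72 and 0.12, whereas H3F3B stood at 0.75 and 9.92. Here HIST1H2BJ averaged 1084 ± 886 CPM, HIST1H1D 111 ± 257 CPM and HIST1H1A 180.4 ± 536 CPM (SD, n = 39). These are means of CPM, another scale than the paper's: as means of log2(CPM+1) over the lines, HIST1H2BJ stood at 9.24, HIST1H1D at 5.05 and HIST1H1A at 3.70. With Phase 2 libraries only, 13 of these genes averaged under 5 CPM, and 11 with Phase 1 libraries only.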

On the other hand, for unclear reasons, more than half of the genes for ribosomal proteins were non-concordant, in which TempO-seq probes were frequently not as efficient at detecting mRNA for ribosomal proteins. Thus, RNA-seq may be a preferable option when studying ribosomal protein genes. 

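Ribosomal protein genes, whose products are needed in about equal amounts in each ribosome, differed over more than 4 orders of magnitude in TempO-seq counts, from RPL26 to RPL10A. RPL26 was at 14,363 ± 10,182 CPM, RPS27 at 8084 ± 5976 CPM, RPLP2 at 7082 ± 6492 CPM and RPS29 at 3689 ± 2076 CPM (SD, n = 39 lines). RPL10A was at 0.250 ± 0.202 CPM, RPL5 at 0.343 ± 0.575 CPM and RPL24 at 0.693 ± 0.821 CPM (SD, n = 39), and none of these 3 genes reached 5 CPM in any line. RPL26 lies on chromosome 17 of GRCh38 (8377516 to 8383250) and RPL5 on chromosome 1 (92831983 to 92841924). RPL10L and RPL3L, at 0.0258 and 0.0343 CPM, are paralogs expressed in few tissues. Among mitochondrial ribosomal protein genes, MRPL4 was at 782 ± 609 CPM and MRPS5 at 336 ± 168 CPM, and MRPS24 at 0.119 ± 0.204 CPM and MRPL34 at 0.135 ± 0.152 CPM (SD, n = 39). The paper's averages, as log2(EPM + 1), are 0.33 in TempO-seq and 10.89 in RNA-seq for RPL5, 0.68 and 11.04 for RPL24, 1.72 and 9.71 for RPL37 and 4.30 and 11.99 for RPLP0. Here RPL37 averaged 4.65 ± 12.4 CPM and RPLP0 30.5 ± 27.5 CPM (SD, n = 39), which as means of log2(CPM+1) over the lines are 1.69 and 4.24. The mean GC content of the probes was 53.4% (SD 11.2, n = 21 genes) for genes under 5 CPM and 49.8% (SD 8.4, n = 142 genes) for the others, a difference of 3.65 percentage points (permutation test, two-sided p = 0.0817). The probes of all 21 low genes matched transcripts of their own gene. With Phase 2 libraries only, 13 cytosolic and 15 mitochondrial genes averaged under 5 CPM, and 7 and 11 with Phase 1 libraries only.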

One possible explanation is that the TempO-seq probe design for a subset of the ribosomal protein mRNA did not reliably capture expression for those specific genes.

When analyzing gene ontology signatures for their proportion of non-concordant vs concordant genes that met a minimum expression threshold (≥5 EPM), we found that there were several ontologies with OR > 1 that were enriched for non-concordant genes (Table 3). Every GO signature with OR > 1 contained many histone-related genes and/or many ribosomal protein genes (RPL, RPS, and mitochondrial ribosomal protein genes such as MRPL). As a result, all statistically significant GO signatures with poor concordance had functions that were primarily related to those gene families, including chromatin localization and ribosomal subunit constituents. GO signatures with OR < 1 were enriched for genes with more concordant expression between TempO-seq and RNA-seq. The significant GO signatures that contain a higher proportion of concordant genes (Table 3) had functions related to cellular structure and kinase activity, which is encouraging considering that those types of functions are vital to all cell types.

Overall, the expression levels for these non-concordant genes should be interpreted with caution until further studies are conducted to better understand the reason for the discrepancy in the observed expression levels across technologies. Until then, more confidence can be placed in genes that had concordant measurements for baseline expression level across both platforms for all 39 cell lines, especially for genes in this analysis that were expressed at baseline (see the supplemental S2 File, “TR_Overlapping genes_categories” tab).

After gaining this understanding that the non-concordant genes had consistently higher or lower expression within each technology, we determined that we could resolve the platform divergence by employing an RLE normalization strategy. To compute RLE for each gene, we calculated the ratio of the log_2_(EPM + 1) for each cell line compared to the average log_2_(EPM + 1) across all cell lines for the corresponding technological platform, which was successful at removing the platform divergence observed across all PCs in the PCA that used the RLE values. RLE normalization was able to resolve the divergence because it drastically reduced the technological platform differences and highlighted the differences in cell line expression patterns instead. Interestingly, after RLE normalization, the immune system cancer cell lines and liver cell lines became distinguishable in their own distinct clusters separate from other cell types in the PCA. 

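The liver lines shared high levels of genes for proteins that hepatocytes secrete or use. APOB and APOA1, the main proteins of LDL and HDL, were at 3116 ± 3054 and 2303 ± 3801 CPM in the 4 lines, and at 0.789 ± 1.86 and 0.898 ± 1.30 CPM in the other 35 lines (SD over lines). The fatty acid-binding protein FABP1 was at 6397 ± 3981 against 2.39 ± 7.23 CPM and AFP at 5482 ± 7605 against 2.86 ± 5.39 CPM. APOB (ENSG00000084674, chromosome 2 of GRCh38, 21001429 to 21044073) had a log2 fold change of 12.15 (SE 0.92, adjusted p = 1.3e-12 from edgeR's quasi-likelihood test, n = 4 and 35 lines). APOA1 had one of 11.54 (SE 0.80, adjusted p = 2.6e-13 from edgeR), FABP1 of 11.42 (SE 1.10, adjusted p = 4.8e-10 from edgeR) and AFP of 11.10 (SE 0.87, adjusted p = 2.8e-12 from edgeR). APOA2 averaged 10,410 ± 7185 against 6.49 CPM (10.72, SE 1.19, adjusted p = 1.8e-08 from edgeR), the iron carrier TF 2220 against 2.54 CPM (10.03, SE 0.94, adjusted p = 3.1e-10 from edgeR) and ASGR1, a hepatocyte receptor that clears glycoproteins, 188 against 0.210 CPM (10.00, SE 0.71, adjusted p = 2.6e-13 from edgeR). ALB, the gene of serum albumin, averaged 17,810 ± 14,510 against 6.29 CPM (11.55, SE 1.09, adjusted p = 3.1e-10 from edgeR), although the lines of both groups overlapped. Of 28 secreted hepatocyte proteins 27 were higher (28 when adjusted over the list alone), of 13 hepatocyte transcription factors 4 (7), of 28 genes of drug and bile acid metabolism 10 (18), of 13 genes of the urea cycle and amino acid catabolism 5 (8) and of 19 acute phase genes 7 (7), and none of these lists had a lower member. In all, 369 genes were higher and 29 lower of 15,894 tested, and no gene with a lower level met the rule for being named. DESeq2 called 1204 genes, 307 higher and 897 lower. In simulated data with these 4 and 35 lines, the test recovered 4.55% of genes changed 4-fold.

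**Figure D9:**
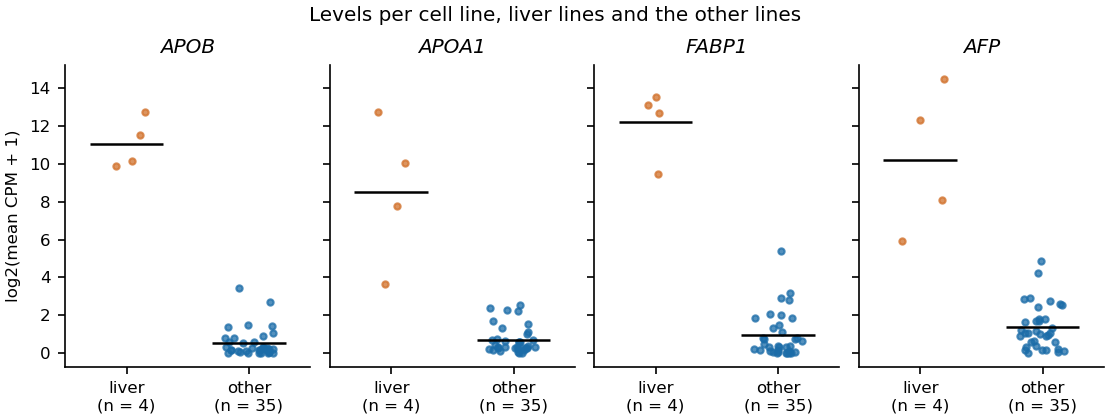
Level of APOB, APOA1, FABP1 and AFP in each of the 39 cell lines, as log2(mean CPM+1) (vertical axis); points are lines and bars are means, split into the 4 liver lines and the other 35. All 4 genes are higher in every liver line than in any other line.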

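The lung cancer lines NCI-H1092, NCI-H1105, NCI-H1436, NCI-H2106 and NCI-H2171, which grow in suspension, were higher than the other lines in some genes of neuroendocrine cells and lower in some genes of matrix, interferon response and immediate early response. The other 34 lines included the small cell lung line DMS 454 and the neuroblastoma line KP-N-RT-BM-1. Both were nearest to NCI-H1092 after RLE (r = 0.506 and 0.570 across genes). HPCA, a neuronal calcium sensor, was at 70.4 CPM in the 5 lines and 0.205 CPM in the other 34. SCG3, a protein of secretory granules, was at 941 ± 624 against 27.1 ± 109 CPM (SD over lines) and ENO2, the neuronal enolase, at 488 against 57.2 CPM. REST, the repressor of neuronal genes, was at 0.0563 CPM against 14.7 ± 8.0 CPM, and VIM at 14.9 against 6750 CPM. HPCA had a log2 fold change of 8.65 (SE 0.67, adjusted p = 6.8e-12 from edgeR's quasi-likelihood test, n = 5 and 34 lines). ENO2 had one of 3.42 (SE 0.53, adjusted p = 1.8e-05 from edgeR) and SCG3 (ENSG00000104112, chromosome 15 of GRCh38, 51681353 to 51721031) of 5.64 (SE 1.45, adjusted p = 0.0055 from edgeR, with overlap of the groups). The groups also overlapped for ENO2, SYP, DLL3, IFITM3, BST2 and PPARA. The synaptic vesicle gene SYP averaged 26.4 against 4.23 CPM (2.78, SE 0.91, adjusted p = 0.0266 from edgeR), and its adjusted p was 0.161 without NCI-H1092 and also missed 0.05 without NCI-H2106. DLL3, an inhibitory ligand of Notch signalling, averaged 23.8 against 1.26 CPM (4.77, SE 1.34, adjusted p = 0.0100 from edgeR), and its adjusted p was 0.0965 without NCI-H1436 and 0.0715 with DESeq2. REST (ENSG00000084093, chromosome 4, 56907876 to 56966678) fell by 7.72 on the log2 scale (SE 0.91, adjusted p = 1.5e-07 from edgeR). VIM fell by 8.71 (SE 2.49, adjusted p = 0.0115 from edgeR, with overlap of the groups) and FXYD5 by 8.04 (SE 1.70, adjusted p = 9.4e-04 from edgeR). The interferon-induced genes IFITM3 and BST2 were at 0.542 and 0.322 CPM against 242 and 382 CPM (log2 fold changes −8.56 and −9.92). PPARA averaged 2.76 against 12.5 CPM (−1.88, SE 0.67, adjusted p = 0.0426 from edgeR), and its adjusted p missed 0.05 in 6 of the alternatives (highest 0.126). Of 30 neuroendocrine genes 11 were higher and none lower (14 higher when adjusted over the list alone). Of 32 matrix and adhesion genes 13 were lower (21), of 27 interferon response genes 9 (16), of 28 immediate early genes 8 (9) and of 19 acute phase genes 6 (8), with none higher. Of 25 glycolysis and hypoxia genes 7 were lower and 2 higher (9 and 2), of 83 cytosolic ribosomal protein genes 22 were lower and 5 higher (25 and 5), and of 32 cell cycle genes 6 were higher and 2 lower (6 and 2). NCI-H1105, NCI-H1436, NCI-H2106 and NCI-H2171 were profiled in Phase 2 only, 15 of the other lines in Phase 1 only, and the fit had no term for phase. Cytosolic ribosomal protein genes fell more often than they rose from Phase 1 to Phase 2 in each of the 6 repeated lines. Phase and group are therefore mixed for that list. In all, 1596 genes were higher and 1527 lower of 15,443 tested. The balance depended on the setting. More genes were lower than higher with DESeq2 (1809 higher and 2745 lower), library totals (1134 and 1650, tried after the data were seen), the sum of probes (1492 and 1623), Phase 2 profiles only (1269 and 1318) and without NCI-H1092 (1676 and 1881). More were higher with no filter on low counts (2328 and 1504) and without NCI-H1105 (1100 and 726), NCI-H1436 (1214 and 741), NCI-H2106 (1162 and 753) or NCI-H2171 (1192 and 779). Without NCI-H1105, NCI-H1436, NCI-H2106 or NCI-H2171 the test called 1826, 1955, 1915 or 1971 genes.

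**Figure D10:**
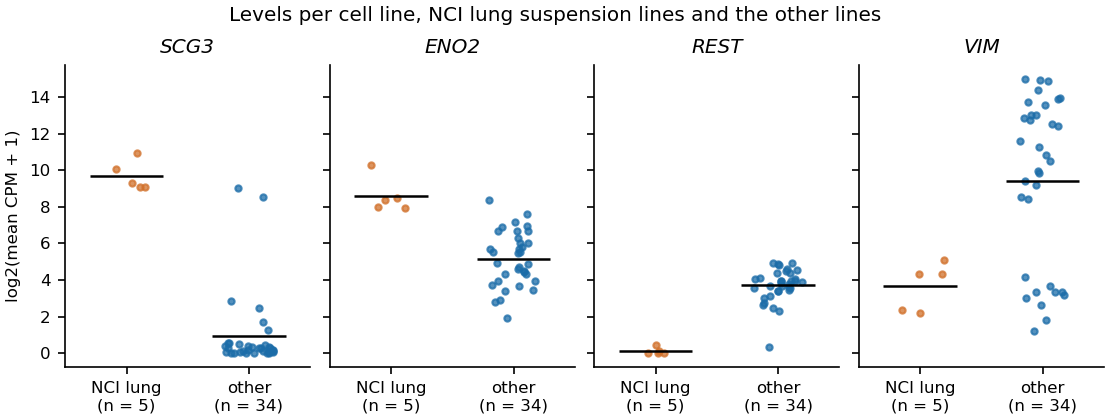
Level of SCG3, ENO2, REST and VIM in each of the 39 cell lines, as log2(mean CPM+1) (vertical axis); points are lines and bars are means, split into the 5 NCI lung cancer lines and the other 34. REST is near 0 in the 5 lines and in 1 other line, and VIM overlaps between the groups.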

RLE normalization also brought the NCI lung cancer cell lines more closely together in the PCA. This shows that RLE was an efficient method for helping to group together cell lines from the same tissue or disease state within PCA, and this demonstrates that cell line specific differences in gene expression patterns are likely what was driving the main variance in the data after RLE normalization.

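After RLE by Equation 2, each line of the liver, lymphoid and NCI lung groups had its highest TempO-seq correlation with a line of its own group. The closest liver pairs were HepG2 with Huh-7 (r = 0.592 across genes) and Huh-1 with PLC/PRF/5 (0.558). Daudi was nearest to DoHH2 (0.786), and SET-2, a megakaryoblastic leukemia line among B cell lines, was nearest to MHH-CALL-4 (0.492). NCI-H1105 was nearest to NCI-H1436 (0.762) and NCI-H2106 to NCI-H2171 (0.740). The mean r within the 5 NCI lung lines was 0.679 and that with other lines 0.201, a difference of 0.477 (permutation of the group labels, one-sided p = 1e-05, the smallest that 100,000 resamples can give). Within the 5 lymphoid lines it was 0.597 against 0.246 (permutation p = 3e-05), and within the 4 liver lines 0.4997 against 0.230 (permutation p = 0.00211). Adjusted for the 3 comparisons by the method of Benjamini and Hochberg, these permutation p-values were 3e-05, 4.5e-05 and 0.00211. The groups were taken from clusters that the paper describes after RLE in the same lines. The lung group also leaves out the other lung lines of the study. Small permutation p-values, before and after RLE, are therefore partly built into the choice of groups. They are no independent test that lines of one tissue group together. With Phase 2 profiles only, the differences were 0.468 for the lung lines (permutation p = 5e-05), 0.483 for 4 lymphoid lines (permutation p = 7e-05) and 0.301 for the liver lines (permutation p = 0.00182). Before RLE the mean r within the group and with other lines was 0.894 and 0.756 for the lung lines, 0.848 and 0.752 for the lymphoid lines, and 0.873 and 0.789 for the liver lines (permutation p = 1e-05, 8e-05 and 0.00134). Before RLE, 4 of 4 liver lines, 5 of 5 NCI lung lines and 4 of 5 lymphoid lines were already nearest to a line of their group, and SET-2 was nearest to the osteosarcoma line HOS (0.819). From the PCA of the RLE values of both platforms, the paper concludes that RLE groups lines of the same tissue or disease state, and it proposes that expression patterns specific to the lines drive the main variance that remains.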

A main advantage of the RLE normalization method is that it was able to resolve the TempO-seq vs RNA-seq platform divergence without removing any genes. Additionally, even though the TempO-seq vs RNA-seq Pearson correlations for matching cell types were slightly decreased after RLE, the Pearson correlations for non-matching cell types dropped to around zero. This was advantageous for highlighting cell specific effects and thus being able to very clearly differentiate between different samples. The primary disadvantage of the RLE method is that the rank order of genes within a single sample based on RLE expression no longer reflects the absolute expression level of those genes. Thus, this normalization method should only be used when comparing relative expression levels between different samples (for example, comparing the expression of PPARG gene in sample 1 vs sample 2) and cannot be used for analyses that would include comparing expression levels of genes within a single sample (for example, comparing PPARG vs PPARA expression levels within a single sample). In summary, the RLE normalization approach was highly effective for resolving platform differences and could be utilized by researchers who wish to combine TempO-seq and RNA-seq data for detecting differences between sample groups.

### Strengths and limitations

Two main strengths of this study include being the first to run this technological comparison using TempO-Seq data from lysed cells (instead of purified RNA), and the wide breadth of biological diversity covered by the cell lines. The 39 cell lines we included in this analysis contained both cancerous and non-cancerous subtypes and were from 11 different types of tissue: lung, lymphatic (lymphoma), liver, kidney, breast, bone, eye, blood (leukemia), endothelium (microvascular), skin, adipose, and brain. This represents a significant expansion upon previous studies, which tested liver and breast primary cells, and 5 cell lines (MCF-7 cells, PC-3 cells, and HL-60 cells in 3 differentiation states), thus covering 4 tissue types: blood, breast, liver, and prostate cancer [4,10,17,18,31].

Another important aspect of our analysis is that the TempO-seq and RNA-seq data sets were generated by different laboratories (EPA and the HPA groups, respectively). Thus, some of the detected differences are likely due to differences in laboratory conditions and/or cellular stocks instead of from technological platform differences, and a limitation of our analysis is that we cannot conclusively distinguish between these. However, it is also an advantage to see the real-world replicability of these datasets when being generated by completely different labs with different cell stocks using different transcriptomic platforms. As opportunities arise, other laboratories with access to complementary TempO-seq and RNA-seq data sets could evaluate how similar their list of non-concordant genes is to the list we have generated. If there is consistency in the list of genes that have substantial relative log expression differences in TempO-seq vs RNA-seq data found in other studies too, then that would provide further evidence of the differences being due to technological platform effects and not because of laboratory, technician, and/or cell culture effects.

Another main limitation of this work is the inability to evaluate the 8,803 genes that were not expressed at baseline in these 39 cell lines and the inability to evaluate genes that become induced upon various chemical exposures or biological treatments/changes. Thus, further research is needed to compare data following exposures to exogenous agents (e.g., chemicals) that will induce expression of those genes and then repeat the analysis of TempO-seq data generated from cell lysates versus RNA-seq data generated from purified RNA. The statistics are also somewhat limited by having only one set of measurements per cell line per platform for the TempO-seq vs RNA-seq comparisons, which was due to the lack of replicate data being available for public download from HPA. However, we found that the expression level comparisons were very consistent across all 39 different cell lines, which shows a robustness of the findings.

## Conclusions

To our knowledge, this was the first analysis comparing human whole transcriptome TempO-seq data from cell lysates with RNA-seq data generated from purified RNAs and is the first to compare the technologies across such a large variety of cell lines with strong biological coverage of many different organs and tissue types. Based on our analysis, TempO-seq data generated months apart at different read depths were highly reproducible, and TempO-seq data was highly correlated with RNA-seq data, with over 80% of genes having concordant expression levels. We have supplied a list of genes that had non-concordant expression levels between the platforms (including many histone and ribosomal genes, see the supplemental S2 File) for which expression data comparisons may need to be interpreted more cautiously until further studies are conducted to replicate these results and to understand the reason(s) for their non-concordance. Overall, we found that the observed platform-driven differences in log_2_ expression were around the normal variation that is expected for biological studies conducted in independent labs using different cell stocks. Even though there was a clear platform divergence effect within the initial log_2_ PCA between the TempO-seq and RNA-seq data, this divergence was readily resolved using RLE normalization (see methods for equation). RLE revealed similarity in gene expression profiles of cell lines from the same tissue and/or disease state in addition to smoothing out technological platform variance (as evidenced by the PCA and PCoA plots). Use of RLE could enable comparisons across other TempO-seq and RNA-seq data sets and could enable the possible combination of data from these platforms for a wide variety of data mining applications.

In conclusion, TempO-seq data using lysed cells was highly reproducible at different read depths and was highly concordant with RNA-seq data for most genes across 39 cell lines under baseline conditions, especially after RLE normalization, making it a comparable alternative technology for targeted transcriptomics studies.

## Supporting information

S1 File Cell line information and gene expression data used for the analysis. This file contains additional TempO-seq and RNA-seq information and data for all 39 cell lines included in the study, including but not limited to: the cell culture conditions, the TempO-seq probes and gene expression data for all replicates used for the TempO-seq Phase 1 vs Phase 2 comparison using 6 cell lines, and the gene expression and relative log expression (RLE) data for the TempO-seq vs RNA-seq comparison for all 39 cell lines.
(XLSX)

S2 File Results of the analyses comparing TempO-seq Phase 1 vs Phase 2 and TempO-seq vs RNA-seq. This file includes PCA plots and PERMANOVA statistical findings for the TempO-seq Phase 1 vs Phase 2 comparison using 6 cell lines and the Pearson correlations, PCA plots, and PERMANOVA statistical findings for the log2 and relative log expression (RLE) TempO-seq vs RNA-seq comparisons using 39 cell lines. This file also includes the full list of genes within each gene ontology (GO) signature and the GO statistical p-values and false discovery rate (FDR) results, as well as the complete list of 3,810 non-concordant genes between TempO-seq and RNA-seq.
(XLSX)

S3 File Principal coordinates analysis (PCoA) and dispersion statistics for TempO-seq Phase 1 vs 2 and TempO-seq vs RNA-seq. This file includes the PCoA and dispersion statistical findings for the TempO-seq Phase 1 vs Phase 2 comparison using 6 cell lines, and the PCoA and dispersion statistical findings for the TempO-seq vs RNA-seq comparison using 39 cell lines.
(PDF)

# Supplementary material for: TempO-seq and RNA-seq gene expression levels are highly correlated for most genes: A comparison using 39 human cell lines
**Source:** PLoS One. 2025 May 9;20(5):e0320862. doi: 10.1371/journal.pone.0320862

Supplemental File S3: PCoA and dispersion statistics

Index:

Tests for homogeneity of dispersion and PCoA plots examining platform (TempO-seq or RNA-seq), as well as cell line for the TempO-seq Phase 1 vs TempO-seq Phase 2 comparison that contained replicate data for cells. PCoA plots both with and without labels are shown below the output for the dispersion permutation tests (*permutest(dispersion)*, see below for the R code). Statistical significance was set to p-value < 0.05.

A) TempO-seq Phase 1 vs Phase 2 data:

6 cell lines and 19,703 genes

B) TempO-seq vs RNA-seq log₂(EPM) Data:

39 cell lines and 19,290 genes

C) TempO-seq vs RNA-seq RLE Data:

39 cell lines and 19,290 genes

D) TempO-seq vs RNA-seq log₂(EPM) Data:

39 cell lines and 15,480 genes

(this was after removal of 3,810 non-concordant genes, in which expressed genes outside the 13th and 87th percentiles of the distribution for TempO-seq log₂(CPM+1) minus RNA-seq log₂(TPM+1) were removed)

The R code for platform was:

```
> dispersion <- betadisper(dist_matrix_full, pc_data$platform, type = "centroid")
> permdisp_test <- permutest(dispersion)
> print(permdisp_test)
> plot(dispersion)
> plot(dispersion, label = FALSE)
```

The R code for cell line was:

```
> dispersion <- betadisper(dist_matrix_full, pc_data$cell_line, type = "centroid")
> permdisp_test <- permutest(dispersion)
> print(permdisp_test)
> plot(dispersion)
> plot(dispersion, label = FALSE)
```

A) TempO-seq Phase 1 vs Phase 2

Platform dispersion p-value is 0.579

Permutation test for homogeneity of multivariate dispersions

Permutation: free

Number of permutations: 999

Response: Distances

	Df	Sum Sq	Mean Sq	F	N.Perm	Pr(>F)
Groups	1	137	136.99	0.3026	999	0.579
Residuals	34	15390	452.64			

Signif. codes: 0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1

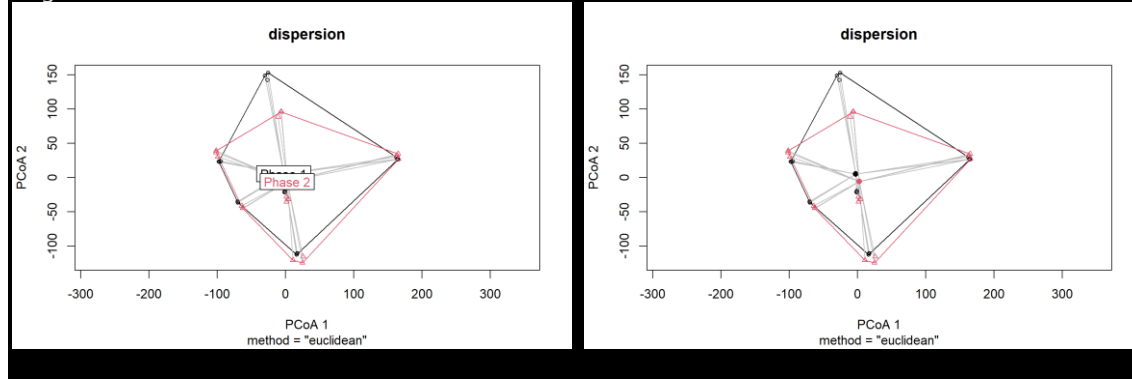

Cell line dispersion p-value is 0.001

Permutation test for homogeneity of multivariate dispersions

Permutation: free

Number of permutations: 999

Response: Distances

	Df	Sum Sq	Mean Sq	F	N.Perm	Pr(>F)
Groups	5	7656.7	1531.33	7.8549	999	0.001 ***
Residuals	30	5848.5	194.95			

Signif. codes: 0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1

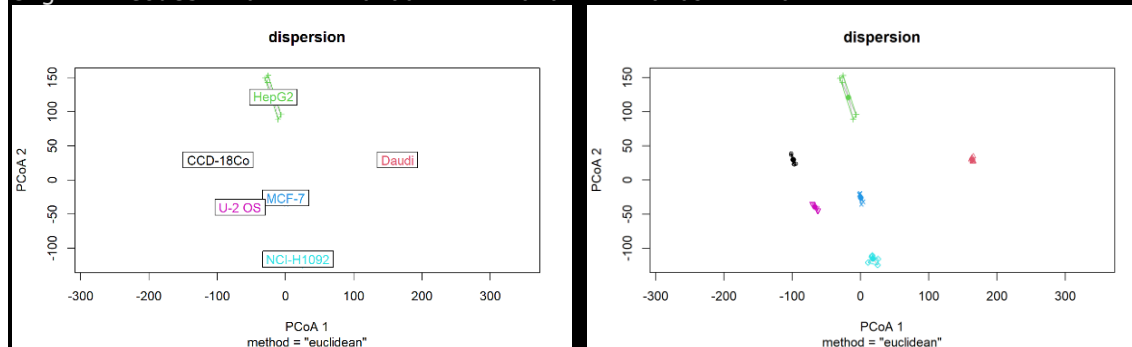

B) Initial TempO-seq vs RNA-seq PCA

Platform dispersion p-value is 0.016

Permutation test for homogeneity of multivariate dispersions

Permutation: free

Number of permutations: 999

Response: Distances

	Df	Sum Sq	Mean Sq	F	N.Perm	Pr(>F)
Groups	1	3025	3025.30	6.2168	999	0.016 *
Residuals	76	36984	486.63			

Signif. codes: 0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1

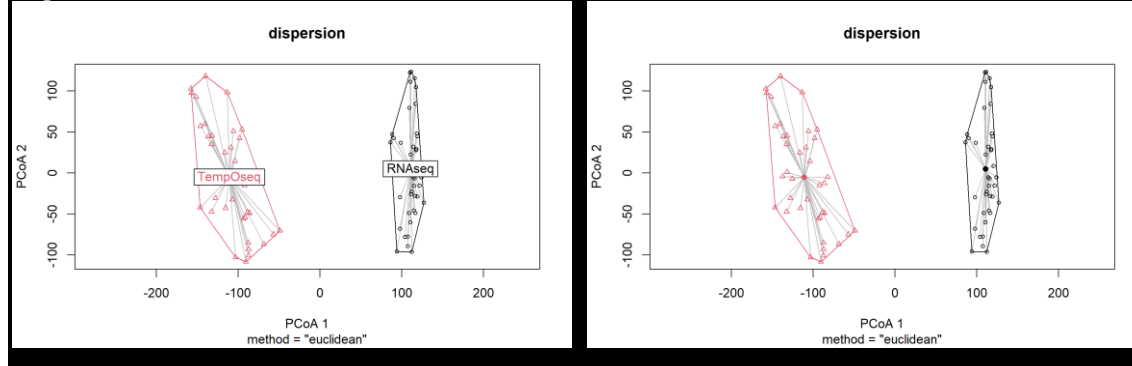

C) TempO-seq vs RNA-seq RLE PCA

Platform dispersion p-value is 0.018

Permutation test for homogeneity of multivariate dispersions

Permutation: free

Number of permutations: 999

Response: Distances

	Df	Sum Sq	Mean Sq	F	N.Perm	Pr(>F)
Groups	1	3025	3025.30	6.2173	999	0.018 *
Residuals	76	36981	486.59			

Signif. codes: 0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1

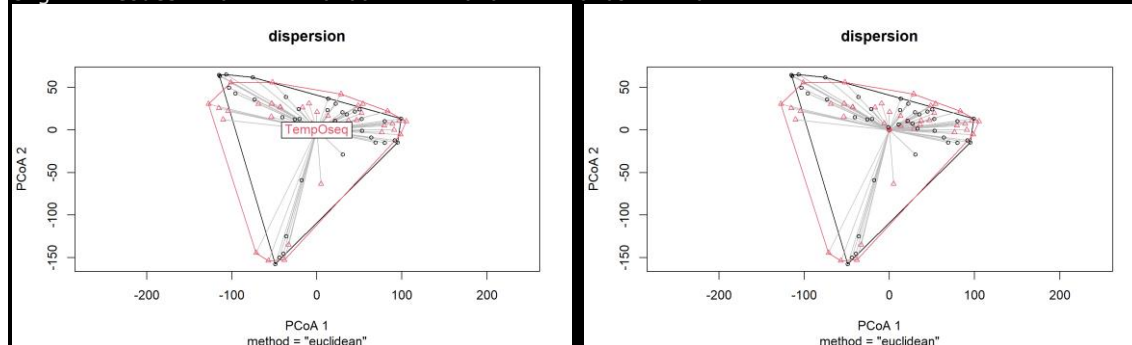

D) 3,810 Non-concordant genes removed

Platform dispersion p-value is 0.067

Permutation test for homogeneity of multivariate dispersions

Permutation: free

Number of permutations: 999

Response: Distances

	Df	Sum Sq	Mean Sq	F	N.Perm	Pr(>F)
Groups	1	1332.8	1332.77	4.1451	999	0.067 .
Residuals	76	24436.3	321.53			

Signif. codes: 0 '***' 0.001 '**' 0.01 '*' 0.05 '.' 0.1 ' ' 1

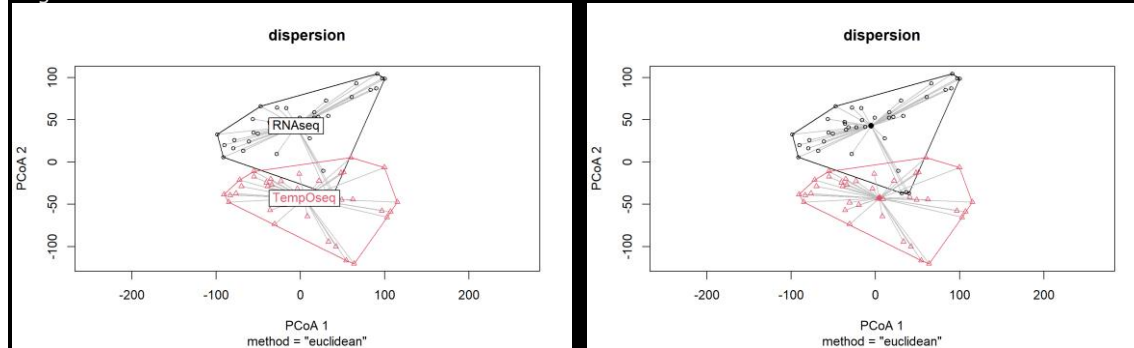

**Supplement:** S3 File — This file includes the PCoA and dispersion statistical findings for the TempO-seq Phase 1 vs Phase 2 comparison using 6 cell lines, and the PCoA and dispersion statistical findings for the TempO-seq vs RNA-seq comparison using 39 cell lines.

How the deposited data were processed for this re-analysis (not part of the article)

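TempO-seq libraries of 180 samples were examined: 60 groups of 3 technical replicate lysates, from cell lines profiled in Phase 1, in Phase 2 or in both. The authors sequenced ligated detector oligonucleotides, aligned the reads to the probe sequences (the deposited processing notes name HISAT2 2.1.0 and SAMtools 1.9) and deposited raw counts per probe and library, with no normalization. The table held 22,537 probes, of which 30 had no count in any library. Totals ran from 2,575,315 to 10,398,422 counts per library (median 5,841,357).

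From these counts, the highest count among the probes of a gene symbol was kept per library, which gave 19,703 genes, of which 2198 had more than 1 probe. The paper describes this step by Ensembl identifier, and the probes carry 19,618 of these, while 19,703 is the number of gene symbols. CPM was computed from the total of these genes, and log2(CPM+1) was used for correlations and PCA. The values were checked against the part of the paper's supplementary tables that was at hand. Levels under 1 CPM rest on few counts at these depths.

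Computations used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, vegan 2.7.1 and data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. PCA was run on the 36 libraries of the 6 lines without scaling of genes. Shares of variance by cell line and then phase, PERMANOVA on Euclidean distances over all PCs and dispersion around centroids used 999 permutations. These treat the libraries as independent, although they are technical replicates. In addition, phase was exchanged within lines in all 64 ways. Changed genes were tested with edgeR's quasi-likelihood test after TMM and filterByExpr, at an adjusted p under 0.05, and in comparisons between groups of cell lines with an absolute log2 fold change over 1. The phase difference of HepG2 was tested against the mean of the other 5 lines in 1 fit of all 36 libraries. Correlations between lines used CPM averaged per line, before and after RLE by Equation 2. Permutation tests of 1 value used 100,000 resamples.

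Named genes follow a rule set before the data were examined: per comparison, the 10 largest increases and 10 largest decreases among called genes with a mean of at least 10 CPM in the higher group, no overlap of the groups and no shared probe; the 4 most abundant members of each gene list; every member of lists that mark cell identity; and PPARG and PPARA, which the paper names. For PC1 the 10 highest and 10 lowest rotations were taken. For ribosomal proteins and histones the 5 highest, the 5 lowest and those in the paper's tables at hand, whose values were seen before, were taken. XIST and Y-linked genes outside the pseudoautosomal regions were left out of all tables of gene levels. Probes were placed on transcripts of GENCODE 29 (GRCh38) by exact match, and 22,316 of 22,537 matched a transcript of their own gene.

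The alternatives set before the data were examined were another pseudocount, a limit of 5 CPM, the sum of probes, Spearman correlation, other averaging, genes scaled to unit variance, 12 averaged profiles, HepG2 left out, DESeq2, no filter on counts, replicate number as a block, a fold limit, 1 fit of 36 libraries, Phase 1 thinned to the depth of Phase 2, 1 phase only, another RLE and each replicate, library or group line left out. Probe GC correction, library totals without TMM, summed counts per line and log2(CPM+1) divided by its mean were chosen after seeing the data. Regrouped samples were refitted in 100 splits for each of the contrast of HepG2 and the liver, lymphoid and lung groups, the real one included. Runs with fewer splits had been seen before, the first with 60, and the number was then set to 100. The test was also tried on simulated data in which 200 genes were changed: of those changed 4-fold it recovered 77.4% for HepG2 between phases (10,250 genes), 69.9% for the contrast of HepG2 (14,705 genes), 69.7% for HepaRG (11,464 genes), 28.1% for the lung lines (15,443 genes) and 7.04% for the lymphoid lines (15,443 genes). Of those changed 2-fold it recovered, in this order, 5%, 8.11%, 44.6%, 1.37% and 0%. Unchanged genes made up 8.77%, 8.06%, 5.26%, 9.52% and 16.7% of the calls in the same order, where the lymphoid share rests on 1 gene. The simulated tests had no limit on fold change. The RNA-seq profiles were not analysed.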

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

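The regroupings of libraries and lines, the comparison of hepatocyte genes and the correction for probe GC content as a setting were tests chosen only after the result was seen.

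The phase difference of HepG2 departed from the mean of the other 5 lines in 5279 genes by edgeR. The same contrast gave 3624 genes for CCD-18Co, 1666 for Daudi, 1271 for NCI-H1092, 147 for MCF7 and 34 for U-2 OS, so HepG2 is not the only line that departs. The lists of these 6 contrasts overlap in construction, since each line also enters the mean of the others. With the libraries regrouped within lines, 1 of 100 splits, the real one itself, was as large (real 5279, highest other 4635). The regrouped splits mix libraries of both phases, and a draw can leave the libraries of HepG2 in their real phases. The phase difference therefore stays in these splits, and they do not measure technical noise alone. The libraries are technical replicates of 1 culture per line and phase, so chance between cultures cannot be told apart from an effect of phase.

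Of 15 groups of 6 values tested for a value far from the rest, 2 had one, where chance gives about 1 in 20. These were the mean replicate correlation of NCI-H1092 in Phase 2 (0.924; the other 5 lines 0.972 to 0.984) and the shift of HepG2 on PC2 between phases (−54.6; the other 5 lines −11.2 to 12.1).

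The 3D and 2D cultures of HepaRG, which the paper does not report on, differed in 4412 of 11,464 genes (edgeR; n = 3 libraries each). Here 3 libraries against 3 make 10 splits, too few for a share under 0.05 (real 4412, highest other 0 by edgeR). In every other split both groups held libraries of both cultures, so that low count is built in and lends no support.

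For HepG2, of 5279 genes in the contrast, 3844 were called both before and after a correction of each library for probe GC content, so GC content was not the whole cause, although GC content and the log2 fold change were correlated across genes (Spearman rho −0.547). With Phase 1 thinned to the depth of Phase 2, 6147 genes changed in HepG2 against 6541, so depth was not the main cause either. Of 71 hepatocyte genes tested, 56.3% changed, against 63.8% of all genes (Fisher's exact p = 0.215), so a change of hepatocyte state cannot be told apart from a general change. Culture and phase coincide, and no biological explanation was tested beyond this.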

How the results depend on the processing

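Probe GC correction, library totals without TMM, summed counts per line and log2(CPM+1) divided by its mean were tests chosen only after the result was seen; all other alternatives were set before the data were examined. Of 298 alternatives of the main results, 262 left them the same by set limits, and the cause of the other changes was not tested. For PCA and dispersion, the same means that the test kept its outcome, and for counts of genes, that they stayed within 1.5-fold. Sizes and directions could still differ. With genes scaled to unit variance, the PC1 share of cell line was 56.1% against 99.6%. Without replicate 2, the dispersion F between lines was 38.2 against 7.85. With library totals, 2543 genes rose and 4198 fell in HepG2, against 3313 and 3228. The mean r between lines after RLE was reversed to −0.0254 with log2(CPM+1) minus its mean and −0.0210 when divided by its mean; for the former, centring by itself gives −0.0263. The phase share of PC1 lost its test with 12 averaged profiles (0.0713%), HepG2 left out (0.0120%), and replicate 1 (0.0384%) or 3 (0.0164%) left out. Without replicate 2 it was 0.599%. That of PC2 lost its test with 12 averaged profiles (0.507%), 5 CPM (0.145%) and log2(CPM+5) (0.0853%). It ran from 0.0254% to 8.02% with a replicate left out (0.143% without replicate 1), with a highest permutation p of 0.642. With genes of at least 5 CPM the correlation between phases was 0.871 and that between lines before RLE 0.632. Spearman replicate correlations were 0.973 in Phase 1 and 0.939 in Phase 2. With a limit of 1 CPM, 5 cytosolic and 2 mitochondrial ribosomal protein genes lay under it. With an absolute log2 fold change over 1, the counts were 2769 for HepaRG, 3479 for CCD-18Co, 3235 for Daudi, 4159 for MCF7 and 5146 for U-2 OS. NCI-H1092 gave 7600 genes in 1 fit of 36 libraries and 2085 to 7172 with a library left out (2085, 2108 and 2157 without Phase 1 replicate 1, 2 and 3; 7172 without Phase 2 replicate 2). Leaving out a line gave 1826 to 3557 genes for the lung lines (1826 without NCI-H1105, 1955 without NCI-H1436, 1915 without NCI-H2106, 1971 without NCI-H2171), 1172 to 2130 for the lymphoid lines (1277 without DoHH2, 1172 without MHH-CALL-4, 1267 without SU-DHL-6) and 283 to 366 for the liver lines. DESeq2 gave 1204 for the liver and 4040 for the lymphoid lines. The phase share of PC3 kept its test and ran from 2.72% without replicate 1 to 25.9% with genes scaled to unit variance.

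Replicate numbers do not pair the libraries: the same number was the best match in 5 of 21 comparisons. With replicate number as a block the counts were 3716 for HepaRG, 5537 for CCD-18Co, 4702 for Daudi, 6322 for HepG2, 6023 for MCF7, 4434 for NCI-H1092, 7558 for U-2 OS and 5205 for the contrast of HepG2.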

Differences from the paper's values

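The paper gives 0.99 as the upper end of the 95% confidence interval of the replicate correlation in Phase 1, and over 6 lines it was 0.996 here, with no other setting compared. The other values compared lay within the limits set for a difference, which does not make them equal. For the replicate correlation in Phase 2 the interval was 0.946 to 0.995 here over 6 lines, and 0.96 to 0.98 in the paper. In the parts of the paper's tables at hand, 3514 gene averages of log2(EPM+1) were compared with the averages of log2(CPM+1) here. Of these, 55 lay within 0.001, with a median difference of −0.0369 (here minus paper) and a largest one of 0.0916. The paper kept only genes shared with RNA-seq and re-scaled each sample before the logarithm. The averages here are over all 19,703 genes without that step, so the scales differ. The paper proposes, from the PCoA plot, that HepG2 was more dispersed than the other 5 lines, and the mean distance to the line's centroid was 101.2 ± 28.9 in NCI-H1092 and 96.6 ± 13.8 in HepG2 (SD, n = 6 libraries). The paper gives target depths of 6 M and 4.5 M reads, and the median totals of the libraries of the 39 lines were 8,065,772.5 counts in Phase 1 and 4,674,310.0 in Phase 2. The paper's Equation 2 and its text define RLE in 2 ways. The mean r after RLE was 0.280 by the equation and −0.0210 by the text, a setting chosen after seeing the values. After RLE the paper reports no variance by platform and nearly the same dispersion as before. Equation 2 need not remove that variance, and division would change the dispersion. Subtracting the average of log2(CPM+1), which gave −0.0254 here, would do neither. Values after RLE given here are by Equation 2 unless stated, so they need not match the paper's. The paper describes the collapse of probes by Ensembl identifier, whereas 19,703 is the number of unique gene symbols.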

Other observations

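The regroupings of libraries and lines were tests chosen only after the result was seen; the tests of ribosomal protein probes and of phase in the 39 lines were written before.

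HepaRG cells in 3D culture had higher levels of many hepatocyte genes than in 2D. The drug-metabolizing enzyme CYP3A4 (ENSG00000160868, chromosome 7 of GRCh38, 99756960 to 99784265) rose from 26.3 to 2025 CPM (log2 fold change 6.77, SE 0.16, adjusted p = 3.0e-07 from edgeR, n = 3), APOA2 from 16.6 to 928 CPM (6.31) and the urea cycle enzyme ARG1 from 11.1 to 389 CPM (5.63). The glycolytic enzyme PKM fell from 10,480 to 1508 CPM (−2.30) and the hypoxia-induced gene NDRG1 from 2101 to 63.1 CPM (−4.55), and DDIT4 went from 31.6 CPM to no count (at least 159-fold lower, from a limit of 3 counts over the group that covers counting error only). Of 34 genes of drug and bile acid metabolism 29 rose and 1 fell, of 30 secreted hepatocyte proteins 22 rose and none fell (1 when adjusted over the list alone), of 71 mitochondrial ribosomal protein genes 31 rose and 2 fell, and of 24 glycolysis and hypoxia genes 17 fell and 1 rose (18 fell when adjusted over the list alone). Scaling by library totals moved the median log2 fold change by −0.50: of 4412 genes 2182 rose in the main test, and of 5209 called with library totals 1209 rose. All 6 libraries came from 1 plate, and culture and any well effect coincide. The 3D libraries also differed in quality measures: the mean replicate r was 0.946 against 0.995 in 2D, the totals 4,721,129 to 5,879,807 against 7,047,810 to 7,584,216 counts, the genes with a count 11,138 to 11,404 against 14,237 to 14,347, and the share of the top 10 genes 28.2% to 29.4% against 16.0% to 16.1% of counts. Whether these account for part of the differences was not tested.

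Of 14 samples outside Table 1, some lay nearest to a line of like origin after RLE: the endothelial line TeloHAEC to HUVEC/TERT2 (r = 0.901 across genes), the airway line HSAEC1-KT to HBEC3-KT (0.848), the eye line ARPE-19 to hTERT-RPE1 (0.780) and C3A to HepG2 (0.760). Others lay nearest to a line of another tissue: HTB-9 to the oral carcinoma line BHY (0.853), Ker-CT to the breast line hTERT-HME1 (0.828) and hTERT-HPNE to the adipose line ASC52Telo (0.810). CHON-001 and BJ-5ta were also nearest to ASC52Telo (0.755 and 0.754), Hs-5 to CAL-78 (0.648) and hNP1 to KP-N-RT-BM-1 (0.527). HepaRG in 2D was nearest to the kidney line A704 (0.430), followed by HepG2 (0.397), and in 3D to Huh-1 (0.454). Phase is mixed with tissue in these matches. BHY, hTERT-HME1, ASC52Telo and A704 were profiled in Phase 1 only, as were the samples nearest to them. The same holds for HUVEC/TERT2, HBEC3-KT and hTERT-RPE1. The matches of hNP1 and of HepaRG in 3D crossed phases. Lines of the same phase correlated more after RLE, by 0.161. Whether phase or tissue set the nearest line was not tested.

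Of 163 ribosomal protein genes, 21 averaged under 5 CPM. Exact matches to other genes were not the cause for 19 of the 21, whose probes had no exact match over 50 bases to another gene. Partial matches were not searched for, so they are not excluded. A missing match was not the cause, since 21 of 21 matched their own transcripts. Probe GC content cannot be told apart from other causes (difference 3.65 percentage points, permutation p = 0.0817). No biological explanation was tested.

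Lines of the same phase correlated more after RLE than lines of different phases, by 0.161 (permutation p = 1e-05). The 6 lines profiled in both phases leaned toward Phase 1 lines more with their Phase 1 profile than with their Phase 2 profile. In CCD-18Co the Phase 2 profile was also closer to Phase 1 lines (mean r 0.315) than to Phase 2 lines (0.266). The difference in lean between the 2 profiles of a line averaged 0.264 (SD 0.0780, 6 of 6 lines positive, exact permutation p = 0.03125). One profile's part of this, 0.132, equals 82.1% of the gap, which lies within 1 SD of it, so different lines and tissues in the phases were not its main source. Phase and culture coincide, and no biological explanation was tested.

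With the 39 lines regrouped, 2 of 100 splits, the real one included, were as large for the liver lines (real 398, highest other 489). That share is under 0.05, but another grouping called more genes than the real one, so chance is not excluded for these lines. For the lymphoid lines (real 1997, highest other 1135) and the lung lines (real 3123, highest other 381), 1 of 100 splits, the real one itself, was as large. The groups were also taken from clusters that the paper describes in the same lines. For the changes between phases, 3 libraries against 3 make 10 splits, too few for a share under 0.05. The real counts were 7935 in U-2 OS, 6470 in MCF7, 6541 in HepG2, 5798 in CCD-18Co, 4877 in Daudi and 4720 in NCI-H1092, with a highest other of 0 by edgeR in each. In every other split both groups held libraries of both phases, so these low counts are built in and lend no support. For the liver lines 1 other grouping, of NCI-H1105, NCI-H2106, Huh-1 and BT-483, called more genes than the real one. A first draw of 60 splits, seen before, had its highest other at 371 for the liver, 126 for the lymphoid and 1230 for the lung lines, so the highest value depends on the draw and the 381 above is not an upper limit for the lung lines.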
